# Hog1 Controls Global Reallocation of RNA Pol II upon Osmotic Shock in *Saccharomyces cerevisiae*

**DOI:** 10.1534/g3.112.003251

**Published:** 2012-09-01

**Authors:** Kristen E. Cook, Erin K. O’Shea

**Keywords:** MAP kinase, transcription, stress response, osmotic shock, Hog1

## Abstract

When challenged with osmotic shock, *Saccharomyces cerevisiae* induces hundreds of genes, despite a concurrent reduction in overall transcriptional capacity. The stress-responsive MAP kinase Hog1 activates expression of specific genes through interactions with chromatin remodeling enzymes, transcription factors, and RNA polymerase II. However, it is not clear whether Hog1 is involved more globally in modulating the cell’s transcriptional program during stress, in addition to activating specific genes. Here we show that large-scale redistribution of RNA Pol II from housekeeping to stress genes requires Hog1. We demonstrate that decreased RNA Pol II occupancy is the default outcome for highly expressed genes upon stress and that Hog1 is partially required for this effect. We find that Hog1 and RNA Pol II colocalize to open reading frames that bypass global transcriptional repression. These activation targets are specified by promoter binding of two osmotic stress-responsive transcription factors. The combination of reduced global transcription with a gene-specific override mechanism allows cells to rapidly switch their transcriptional program in response to stress.

*Saccharomyces cerevisiae* responds to many environmental perturbations with large-scale changes to its transcriptional program (Gasch *et al.* 2000). For example, when yeast cells are subjected to osmotic shock, the resulting transcriptional response rapidly alters mRNA levels of over one third of the genome (O’Rourke and Herskowitz 2004). During the initial phase of the osmotic shock response, the global transcription rate drops by 50% (Romero-Santacreu *et al.* 2009) due to a general defect in transcription initiation in the first few minutes of stress (Proft and Struhl 2004). Despite this global reduction, transcription of hundreds of genes increases, and the most strongly activated genes are induced over 100-fold within 20 min (Capaldi *et al.* 2008; O’Rourke and Herskowitz 2004), suggesting that cells may have evolved a strategy to prioritize transcription of these genes in the face of harsh conditions.

Transcriptional activation of osmotic stress response genes is coordinated by the MAP kinase Hog1 (Capaldi *et al.* 2008; O’Rourke and Herskowitz 2004). Upon stress, Hog1 is localized to the nucleus (Ferrigno *et al.* 1998) where it regulates the action of several transcription factors (Alepuz *et al.* 2001; Proft *et al.* 2001; Rep *et al.* 2000) and chromatin-modifying enzymes (De Nadal *et al.* 2004; Mas *et al.* 2009). In addition, previous work strongly suggests that Hog1 interacts directly with RNA Pol II in stressed cells. This interaction occurs both *in vitro* (Alepuz *et al.* 2003), as purified Hog1 and RNA Pol II interact in the absence of DNA, and *in vivo* (Alepuz *et al.* 2001; 2003; Proft *et al.* 2006), even in cells lacking Hog1 kinase activity, or when stress-responsive transcription is blocked by deletion of stress responsive transcription factors (Alepuz *et al.* 2003). In stressed cells, Hog1 interacts with components specific to the RNA Pol II initiation complex (Alepuz *et al.* 2003) and is sufficient to recruit RNA Pol II when artificially tethered to a promoter (Alepuz *et al.* 2003). In addition to its role in transcription initiation, Hog1 interacts with the elongating RNA Pol II holoenzyme (Proft *et al.* 2006) and colocalizes with RNA Pol II in the open reading frames (ORF) of some genes (Pokholok *et al.* 2006; Proft *et al.* 2006). A similar behavior has been observed for another stress-induced yeast MAP kinase, Mpk1, which acts as a gene-specific elongation factor during heat shock by blocking attenuation (Kim and Levin 2011). Hog1 regulates chromatin state at specific promoters (De Nadal *et al.* 2004), promotes transcription initiation at specific genes (Alepuz *et al.* 2003), and may, like Mpk1 (Kim and Levin 2011), act as a gene-specific elongation factor, which has been suggested previously (Proft *et al.* 2006). However, it is not clear whether Hog1 plays a role in coordinating the global changes in transcription that accompany osmotic stress (Miller *et al.* 2011; Proft and Struhl 2004; Romero-Santacreu *et al.* 2009), in addition to activating transcription of specific genes.

In this study, we investigate the role of Hog1 in global transcriptional allocation of resources in the early stages of stress. In agreement with previous work (Miller *et al.* 2011; Romero-Santacreu *et al.* 2009), we observe a global reallocation of RNA Pol II upon osmotic shock, in which housekeeping genes lose polymerase occupancy as stress genes are activated. We demonstrate that this reallocation of RNA Pol II depends upon Hog1. We find that depletion of RNA Pol II is the default outcome for highly expressed genes in response to stress and that this depletion is less pronounced in the absence of Hog1. We find that RNA Pol II and Hog1 colocalize to the ORFs of the most highly induced genes during stress. Hog1 colocalizes with RNA Pol II specifically at a set of stress-responsive ORFs that are marked by stress-induced promoter binding of Hog1 and two of its cognate transcription factors, Sko1 and Hot1. We propose a model in which RNA Pol II is preferentially recruited to promoters that contain Sko1 and Hot1 binding sites, allowing recruitment or assembly of a Hog1–RNA Pol II complex and prioritizing transcription of these genes during stress.

## Materials and Methods

### Strains

All strains used in this study are in the W303 strain background (*trp1leu2ura3his3can1 GAL*+ *psi*+), and are listed in supporting information, Table S1. Epitope tags and gene deletions were introduced by transformation with PCR products including auxotrophic or antibiotic markers flanked by the 40 base pairs (bp) of sequence found directly upstream and downstream from the gene, followed by selection on the appropriate medium (Longtine *et al.* 1998; Rothstein 1991). Strains with multiple gene manipulations were constructed by mating the single deletion strains and dissecting the resulting tetrads.

A Quickchange kit (Stratagene) was used introduce amino acid substitutions to generate nonphosphorylatable Sko1 variants. First, 3HA-Sko1 was cloned out of genomic DNA into YCp50, where mutations were introduced. Mutant Sko1 was then reintroduced at the endogenous locus.

Stress-promoted LACZ constructs were derived from pCM173 plasmid (Gari *et al.* 1997), obtained from EUROSCARF. The region between the *Eco*RI site and the 5′ end of LACZ was replaced with a promoter region of interest.

### Chromatin immunoprecipitation

ChIP-seq and ChIP-qPCR experiments were conducted as described previously (Capaldi *et al.* 2008; Johnson *et al.* 2007; Robertson *et al.* 2007), and methods are described in detail in the supporting information. Briefly, cells were grown at 30° in YEPD (or SD for experiments requiring selection for a plasmid), with shaking, to OD_600_ of 0.6. For stress treatment, YEPD supplemented with KCl was added to a final concentration of 0.4 M; for mock-treated cells, the same volume of YEPD was added to cultures. Samples were harvested after 5 min of stress or mock treatment. ChIP against HA-tagged strains was performed with the monoclonal anti-HA antibody 12CA5, and for RNA Pol II ChIP, 1Y26 anti-Rpb3 (Neoclone) antibody was used. For ChIP-seq, ∼10 ng IP material was used to generate each library, following the Illumina protocol for their paired end DNA sample prep kit (v1). For ChIP-qPCR, samples were analyzed on an MX3000p qPCR machine (Stratagene) using primers that amplify a ∼100 bp region surrounding the center of observed binding peaks (primer sequences are listed in Table S2). More detailed methods and analysis of ChIP data are presented in the supporting information. ChIP-seq results have been confirmed by qPCR at selected genes (*PDC1*, *ILV5*, *TDH3*, *ADH1*, *PMA1*, *STL1*, *RTC3*, *HSP12*). Raw data for all ChIP-seq experiments may be obtained from Gene Expression Omnibus (GEO) under accession number GSE38208.

### Inducible LACZ

YCP50 plasmid carrying P_TETO7_-*LACZ*, cloned from pCM173 plasmid (Gari *et al.* 1997), obtained from EUROSCARF, was produced and transformed into a strain expressing rtTA from the *MYO2* promoter, integrated at the *URA3* locus (Kim and O’Shea 2008). Doxycycline concentrations ranging from 0.1 to 2 μg/mL^−1^ were tested to determine an appropriate working concentration that would drive RNA Pol II occupancy of the LACZ construct to a level similar to that of the most highly expressed endogenous genes. Based on approximately 5 hr of growth in rich medium at 30° after addition of doxycycline, 1.25 μg/ mL^−1^ doxycycline was determined to be an appropriate concentration of inducer. For the experiment, cells were grown to saturation overnight, and then diluted to OD_600_ 0.1. At this point, doxycycline was added to induce *LACZ* expression.

### Hog1-occupied ORFs

We determined Hog1 enrichment at each ORF by summing Hog1 ChIP reads that align anywhere in the ORF, subtracting reads obtained in a mock IP, and dividing by reads from sequenced input material. We used three criteria to designate Hog1 ORF occupied genes: Hog1 enrichment; ratio of Hog1 ChIP signal in the presence and absence of stress; and length-normalized Hog1 ChIP signal within the ORF. Cutoff for each criterion was three standard deviations above the genome-wide median. 

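CDC19, the pyruvate kinase gene, and RPL36B, a ribosomal protein gene, pass the 3 criteria in the absence of stress when the ratio is taken as unstressed over stressed signal. CDC19 had an enrichment of 1.81 and a Hog1 signal of 41100 in mock-treated cells, and RPL36B had 3.79 and 34800. Both are strongly transcribed in YEPD, with an Rpb3 signal of 272000 and 166000. The cutoffs, each 3 standard deviations above the median of 6013 ORFs, were 1.76 for enrichment, 1.61 for the ratio and 24320 for the signal. They were passed singly by 81, 102 and 73 ORFs, and by 2 together.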

To estimate the false-positive rate, we applied these same criteria to Hog1 ChIP-seq data in the absence of stress (when Hog1 is largely excluded from the nucleus); we identify only one gene that passes all three criteria. We excluded the 5% of genes with the lowest number of input reads to avoid variation in signal due to low alignability. Where two ORFs overlap, we use the nonoverlapping portions to calculate separate enrichment values. Nineteen genes on our list overlap with those identified previously by a lower resolution ChIP-chip assay (Pokholok *et al.* 2006).

### ChIP-seq peak identification

Initial identification of peaks was performed using an implementation of the PeakSeq method (Rozowsky *et al.* 2009) written by Xu Zhou (Zhou and O’Shea 2011). This list of peaks was screened by additional criteria: for one hundred consecutive bases, peaks must be two input standard deviations about the input value at that location and above the overall median input value. This screened list of peaks was then sorted by enrichment over input, and the one hundred highest enrichment peaks were selected for analysis. For this purpose, enrichment was defined as the ratio of IP reads to input reads, with reads summed over the 50 base pairs at the center of each binding peak. Complete lists of all peaks found using PeakSeq are available from Gene Expression Omnibus (GEO) under accession number GSE38208.

### Identification of Sko1 and Hot1 candidate motifs

We conducted a bioinformatics search of the genomic regions enriched in each ChIP-seq experiment using the MEME (Bailey and Elkan 1994) and MAST (Bailey and Gribskov 1998) tools of the web-hosted MEME software suite (Bailey *et al.* 2009). We selected 50 bp regions surrounding the maximum height position of each peak for analysis. During motif discovery, we specified the parameter that each sequence should contain one occurrence of the putative binding motif. We scanned peaks that are bound by Hot1 in stress, bound by Sko1 with higher enrichment pre-stress, and bound by Sko1 with higher enrichment in stress. For discovery of the stress-induced Sko1 binding motif, peaks bound by Sko1 in the absence of stress were used as a set of counterexamples in a discriminatory search. Matches to the discovered Sko1 and Hot1 motifs in the regulatory regions surrounding Hog1-occupied ORFs are listed in File S2 Binding data and motifs found for Sko1 and Hot1 are in general agreement with previous measurements made by ChIP-chip under similar conditions (Capaldi *et al.* 2008).

## Results

### Global reallocation of RNA Pol II during osmotic shock

To investigate allocation of transcriptional resources during the early stages of the *S. cerevisiae* osmotic stress response, we measured RNA Pol II location genome-wide by chromatin immunoprecipitation readout by high-throughput sequencing (ChIP-seq) of Rpb3, the third largest subunit of RNA Pol II. 

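RNA Pol II occupancy in wild-type cells was read from 1 Rpb3 ChIP library of mock-treated cells and 1 of cells after 5 min in 0.4 M KCl, with 1 input library of sheared chromatin for each treatment. Rpb3 was precipitated without a tag. The deposited ORF table gives 1 value per ORF and library, named RPKM by the authors, in which reads were scaled to the length of the ORF and to the total of the library. The supplement states that uniquely aligned tags were extended by the average fragment length, while the legend of the table speaks of reads within each ORF. The values are taken here as coverage by extended tags, which is an inference from the methods, and are called signal. Reads were aligned with Bowtie to the sacCer2 assembly according to the submitters' processing notes, and with ELAND according to the supplement. Of 6330 ORFs with a name of their own, the 5% with the lowest input were left out, as in the methods, which left 6013. The median signal of an ORF was 7140 in both Rpb3 libraries, 9890 in the mock-treated input and 10200 in the osmotic shock input. The number of reads is not given per library. A change is given as the log2 fold of osmotic shock signal over mock-treated signal, with 989 (0.1 times the median input) added to both, which understates the change at ORFs with little RNA Pol II. ORFs were counted as higher or lower when they changed at least 2-fold on this scale. Because each library is scaled to its own total, every gain or loss is relative to that total. A fall shared by all ORFs would not be seen. Because there is 1 library per condition, no replicate error or p-value can be given, and each difference describes these libraries. Simulated libraries with 100 ORFs raised and 100 lowered 4-fold gave back 100 of each among the 6013 ORFs. Their noise was assumed, at 0.2 on the log2 scale, so recovery past a 2-fold cutoff checks the computation only.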

We assume that RNA Pol II ChIP signal is proportional to the instantaneous transcription rate, as has been demonstrated previously (Miller *et al.* 2011). Osmotic shock was induced by addition of 0.4 M KCl to the growth medium, and samples were collected after 5 min of stress treatment. We selected this time point to observe the transition from the initial shock phase of the stress response to the induction phase—at 5 min post-stress, the global transcription rate is reduced, but stress responsive genes are actively transcribed (Miller *et al.* 2011; Romero-Santacreu *et al.* 2009; and Figure 1A). Previous work (Miller *et al.* 2011) used dynamic labeling of nascent RNA to characterize a redistribution of RNA Pol II upon osmotic shock that alters transcriptional activity of about 10% of the genome. 

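HSP12, which encodes a small heat shock protein that stabilizes membranes, and GPD1, the enzyme of the committed step of glycerol synthesis, gained the most RNA Pol II upon osmotic shock, with a log2 fold of Rpb3 signal of 6.25 and 6.22. HOR2, a glycerol-3-phosphatase, rose by 5.80 and the glycerol transporter gene STL1 by 5.73. The largest losses were at NSR1, a nucleolar protein of ribosome assembly (-3.32), the phosphate transporter gene PHO84 (-3.26) and the RNA helicase gene DBP2 (-3.23). Of 29 general stress genes activated by Msn2 and Msn4, 20 rose and none fell, with a median of 2.22. Trehalose and glycogen genes followed, with 11 of 16 higher, among them the trehalose synthesis genes TPS2 (4.94) and TSL1 (4.25). Of 126 ORFs of cytosolic ribosomal proteins, 124 fell and none rose, with a median of -1.76, and 41 of 44 ribosome biogenesis ORFs fell, with a median of -1.35. The median of the general stress list and that of the trehalose and glycogen list were each above all of 10000 random lists of the same size matched on Rpb3 signal (percentile 100), and the medians of both ribosomal lists were below all of them (percentile 0). Over the whole genome 270 ORFs (4.49% of 6013) rose and 465 (7.73%) fell, and the median ORF had a log2 fold of 0.038. Ribosomal protein ORFs held 9.79% of the summed ORF signal before stress and 2.58% after it, while the general stress genes went from 0.377% to 3.97%. The signal is scaled to ORF length, so short ORFs weigh more in this and later shares than in a share of reads. With input subtracted before the ratio and values below input set to 0, 506 ORFs rose and 967 fell, and with a larger pseudocount 275 fell.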

Using a high-resolution measurement of RNA Pol II occupancy, we observe changes in RNA Pol II occupancy that are consistent with these observations (Figure S1), and additionally, we note that while these stress-induced changes in transcriptional activity affect a relatively small fraction of genes (Figure 1, B and C), this redistribution of RNA Pol II constitutes a major reallocation of the cell’s transcriptional resources (Figure 1C). 

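Glycolytic genes, which hold much of the RNA Pol II of growing yeast, did not move as one group. The pyruvate kinase gene CDC19 (log2 fold -1.75), the pyruvate decarboxylase gene PDC1 (-1.71), the enolase gene ENO2 (-1.39) and the alcohol dehydrogenase gene ADH1 (-1.08) lost RNA Pol II in wild-type cells, while ENO1, the other enolase gene, gained it (1.3). In all, 4 of 16 glycolytic ORFs fell, 2 rose and 10 changed less than 2-fold, with a median of -0.57 (percentile 27.7 of matched random lists). TDH3, which encodes glyceraldehyde-3-phosphate dehydrogenase, had a log2 fold of -0.33. Amino acid synthesis genes were lower in 14 of 43 cases and higher in none (median -0.73), with MET6 of methionine synthesis at -2.56 and ILV5 of branched-chain synthesis at -2.01. Of 19 translation factor genes 4 fell and none rose (median -0.82), the elongation factor gene YEF3 by the largest amount (-2.80). Among 10 hexose transporter genes tested, of 13 listed, HXT5 (4.86) and HXT1 (3.12) rose and HXT3 (-2.29) fell. Eisosome genes, whose products shape furrows of the plasma membrane, rose in 7 of 14 cases and fell in none (median 0.93), with FMP45 at 5.27 and PIL1 at 3.24.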

After 5 min in stress, a set of stress-induced genes shows the highest RNA Pol II occupancy out of all genes in the genome (Figure 1D,), while RNA Pol II occupancy decreases substantially at the genes that had been highly transcribed (Figure 1E).

**Figure 1:**
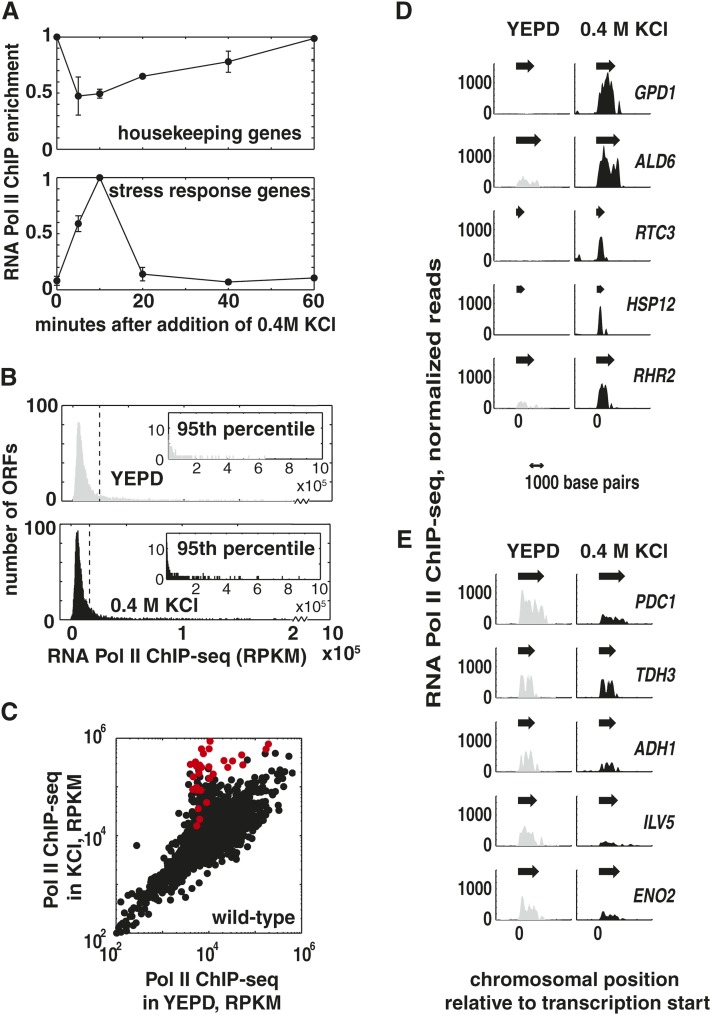
Reallocation of RNA Pol II upon osmotic shock. (A) Dynamics of depletion and recruitment of RNA Pol II in stress were measured by a time course of ChIP-QPCR experiments. Cells in log growth were subjected to osmotic shock by addition of 0.4 M KCl to the growth medium, and samples were collected at the indicated time points. Housekeeping genes with high RNA Pol II occupancy pre-stress are quickly depleted of Pol II upon stress and begin recovering within 10 min (average behavior of *PDC1*, *TDH3*, *ILV5*). Stress-induced genes recruit polymerase upon stress treatment and then rapidly return to low RNA Pol II occupancy (average behavior of *RTC3* and *STL1*). Data shown are the averages of biological replicate experiments. (B) RNA Pol II occupancy was measured by ChIP-sequencing of Rpb3, the third largest subunit of RNA Pol II, in control (mock-treated with YEPD) cells and in cells subjected to 5 min of osmotic shock induced by addition of 0.4 M KCl to the growth medium for 5 min. Histograms show the distribution of RNA Pol II occupancy across all yeast ORFs in each condition. RNA Pol II occupancy is measured at each ORF in reads per kilobase per million (RPKM), after subtracting the input value. Regions of overlap between two or more ORFs were excluded from analysis. Inset plots show the 95^th^ percentile for RNA Pol II occupancy in each condition; the 95^th^ percentile is indicated by a dashed line in the main plot. (C) Scatter plot showing RNA Pol II occupancy during rapid growth in YEPD (x-axis) *vs.* osmotic shock in 0.4 M KCl for 5 min (y-axis). The number of reads that align to each ORF is normalized to RPKM. Each point represents one gene, and points are color-coded to show ORFs that are occupied by Hog1 in response to stress (red points). (D) Distinct sets of genes are top RNA Pol II targets in the presence and absence of stress. RNA Pol II occupancy in rapid growth (gray plots) and after osmotic shock for 5 min in 0.4M KCl (black plots). Values plotted are the number of reads that align at each point along the chromosome, and each ChIP-seq dataset is scaled to one million reads. Arrows indicate the position and direction of each open reading frame. The five highest occupancy ORFs during osmotic shock are shown. (E) The five highest occupancy ORFs during rapid growth in YEPD are plotted, as in (D).

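The 95th percentile of input-subtracted Rpb3 signal over the 6013 ORFs was 23850 in mock-treated cells and 16500 after osmotic shock. The 300 ORFs that ranked in the highest 5% before stress held 31.9% of the summed Rpb3 signal then and 19.7% after the shock, or 67.4% and 39.1% with input subtracted. None of 32 proteasome subunit ORFs and none of 10 histone ORFs changed 2-fold relative to the library total, with medians of 0.25 and 0.15. Of 31 ORFs of the respiratory chain and the ATP synthase, 1 rose, the cytochrome bc1 subunit gene QCR8 (1.05), and the median was 0.25. The list of ion transport across the plasma membrane and its regulation has 17 members, of which 14 were tested. None of these 14 changed 2-fold, which does not speak for the members left out. The proton pump gene PMA1 had a log2 fold of -0.90. ACT1, POL1 and MYO4, for which the paper lists qPCR primers, had log2 folds of -0.093, -0.38 and -0.11. Of these the paper names POL1 as a reference for its qPCR, and elsewhere it used a subtelomeric region.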

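GPD1 had the highest Rpb3 signal after osmotic shock, 864000 against 10600 in mock-treated cells. It was followed by ALD6, a cytosolic aldehyde dehydrogenase gene, at 757000 against 192000, and by RTC3, a gene linked to RNA metabolism, at 604000 against 10100. HSP12 reached 601000 from 6920. RHR2, which encodes the main glycerol-3-phosphatase, was already well occupied before stress, at 171000, and reached 595000.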

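PDC1 ranked first in mock-treated cells with an Rpb3 signal of 634000, which was 193000 after the shock. TDH3 had 533000 before and 424000 after it, so that it remained among the most occupied ORFs. ADH1 went from 434000 to 205000, ILV5 from 411000 to 101000, and ENO2 from 391000 to 149000. No ORF is shared between the lists of the highest 5 in the 2 treatments. From a plot of all ORFs with and without stress, the paper notes a large shift of transcriptional resources that affects a small fraction of genes.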

### RNA Pol II is depleted from a heterologous gene upon osmotic shock

Why are high expression genes depleted of RNA Pol II upon stress, while stress genes are simultaneously induced to a very high level? Perhaps depletion of RNA Pol II is the default response to stress, due in part to the physical effects of stress (Proft and Struhl 2004). To ask if stress-induced depletion of RNA Pol II from highly expressed genes requires specific *cis*-elements, we drove the expression of an exogenous, plasmid-encoded gene (*LACZ*) with an exogenous induction system (Tet-On) and asked if this gene would lose RNA Pol II occupancy in response to stress. We then measured RNA Pol II occupancy in the presence or absence of osmotic shock (5 min in 0.4 M KCl) at *LACZ* and at two control genes (Figure 2A). As expected, RNA Pol II is depleted from the housekeeping gene *ADH1* upon stress, and recruited to the stress-induced gene *RTC3*. Induced *LACZ* behaves like the endogenous housekeeping gene control: RNA Pol II is highly enriched at *LACZ* before stress, and is depleted from *LACZ* upon stress. This result suggests that the default response to stress is depletion of RNA Pol II, and that the coding or regulatory regions of highly transcribed stress-induced genes contain *cis*-elements that enable them to bypass this effect.

**Figure 2:**
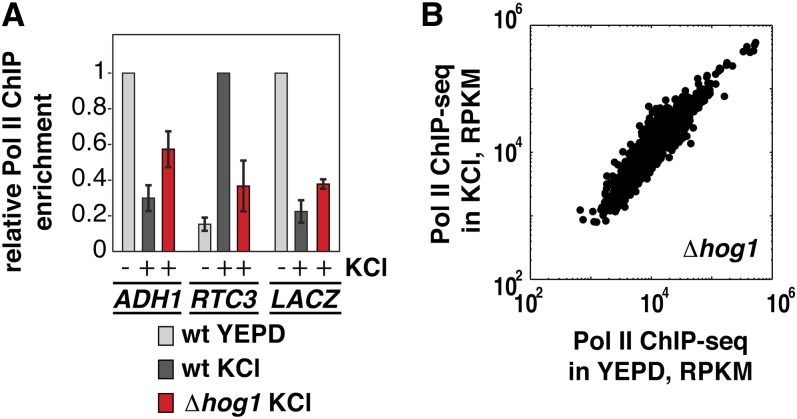
Reallocation of RNA Pol II upon osmotic shock is Hog1-dependent. (A) RNA Pol II is depleted from a heterologous gene upon stress. The TET-ON system was used to drive expression of P_TETO7_-*LACZ*, encoded on a plasmid, to a high level in wild-type cells or in a strain lacking Hog1. Induced cells were then subjected to osmotic shock (as described in (A). RNA Pol II enrichment over a featureless (subtelomeric) region was measured at *LACZ* and at two control genes: *ADH1*, which shows high RNA Pol II occupancy in the absence of stress, and *RTC3*, which shows stress-induced RNA Pol II occupancy. Values plotted are relative RNA Pol II enrichment values for each gene. Error bars show the standard deviation of three biological replicates. (B) Scatter plot showing RNA Pol II occupancy in a *Δhog1* strain during rapid growth in YEPD (x-axis) *vs.* osmotic shock in 0.4 M KCl for 5 min (y-axis). Each point represents one gene. The number of reads that align to each ORF are normalized to reads per kilobases per million (RPKM).

### Hog1 controls redistribution of RNA Pol II upon stress

In cells lacking Hog1, the decrease in total transcription that occurs within minutes of stress exposure is initially less pronounced (Romero-Santacreu *et al.* 2009), suggesting a possible role for Hog1 in global transcriptional regulation. To ask if Hog1 is required for depletion of RNA Pol II from highly expressed genes upon stress, we tested the effect of osmotic shock on expression of our heterologous *LACZ* expression system in a strain lacking Hog1 (Figure 2A, red bars). In *Δhog1* cells, a greater proportion of RNA Pol II is retained at the housekeeping gene *ADH1* upon stress treatment, and as expected (Capaldi *et al.* 2008), there is a defect in Pol II recruitment to the Hog1 regulated stress-responsive gene *RTC3*. As in wild-type cells, the heterologous *LACZ* reporter behaves like the endogenous housekeeping gene control, showing less severe depletion of RNA Pol II upon stress in the absence of Hog1 than in wild-type cells. Thus, depletion of RNA Pol II from genes upon stress is partially dependent on Hog1.

To test the influence of Hog1 on the global reallocation of RNA Pol II that we observe in stress (Figure 1C), we measured RNA Pol II occupancy genome-wide in the presence and absence of stress in a *Δhog1* strain. 

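The HOG1 ORF itself had an Rpb3 signal of 667 and 1240 in the mock-treated and osmotic shock libraries of the Δhog1 strain, against 18700 and 20500 in wild type. There is 1 Rpb3 library for each treatment of the Δhog1 strain, and the only input libraries are those of wild type. Median ORF signal was 7270 in mock-treated and 7150 in stressed Δhog1 cells. The Δhog1 libraries differ from the wild-type ones in their range: the 99th percentile divided by the median was 6.44 and 8.33, against 12.5 and 14.0 in wild type. Only 2 and 3 ORFs had a signal below 1000 in the Δhog1 libraries, against 106 and 99 in wild type. Folds were computed as for wild type, and the difference between strains was not tested, since each value comes from 1 library. They are relative to the total of each library, so a fall shared by all ORFs would not show in this strain either.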

In the absence of Hog1, we no longer observe redistribution of RNA Pol II upon stress (Figure 2B and Figure S2). Thus, the decrease in the overall transcription rate affects all genes similarly in *Δhog1* cells, while wild-type cells actively prioritize transcription of stress-responsive genes over housekeeping genes.

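Most of the genes with the largest gains in wild type showed little change in Δhog1 cells. STL1 had a log2 fold of 0.32 without Hog1, HSP12 of -0.070, RTC3 of 0.21, HOR2 of -0.023 and CTT1, the cytosolic catalase gene, of -0.35. GPD1 changed more, with 0.90. Of the genes that lost RNA Pol II in wild type, NSR1 had -0.25, DBP2 -0.23 and PDC1 0.051 in Δhog1. ILV5 had 0.42 and HPT1 -0.59. All 465 ORFs that fell in wild type had a median of -0.031 in Δhog1, with 212 of them above 0. In this strain 62 of 6013 ORFs rose at least 2-fold and 4 fell. The ORFs that fell, named after their values were seen, are the hexose transporter gene HXT2 (-1.65), the methionine gene MET17 (-1.17), PHO84 (-1.08) and the acid phosphatase gene PHO5 (-1.07). Of the 62 ORFs that rose, 12 belong to the list of 26 mating genes, and 17 also rose in wild type, where independent lists would share 2.78. Of the 4 that fell, 3 fell in wild type too. With input subtracted and values below input set to 0, 487 ORFs rose and 93 fell in Δhog1.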

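None of the 126 ribosomal protein ORFs changed 2-fold in Δhog1 cells, and their median log2 fold was 0.037. None of the 44 ribosome biogenesis ORFs did either (median -0.24), nor any of the 16 trehalose and glycogen ORFs (median -0.16). Of the 29 general stress genes 4 rose (median -0.017, or 0.031 when centred on the median of all ORFs). Glycerol genes had a median of 0.12 in Δhog1 (-0.13 when divided by input) against 0.89 in wild type, and none of the 12 changed 2-fold, where 6 rose in wild type, including the dihydroxyacetone kinase gene DAK1 (2.37). Eisosome genes had a median of 0.13 (-0.023 when divided by input), translation factors of -0.0097 (0.012 when divided by input) and amino acid synthesis genes of 0.077, with no member changed 2-fold in these 3 lists. Placed among random lists matched on Rpb3 signal, both ribosomal lists lay at percentile 0 in Δhog1, translation factors at 0.445, amino acid synthesis at 3.4, general stress genes at 94.3, eisosomes at 99.1 and glycerol genes at 99.4, while trehalose and glycogen lay at 24.6. The 28 ORFs that the study found occupied by Hog1, with a median of 0.088 (-0.33 when divided by input), lay at 99.9, and 2 of them rose 2-fold, HOR7 (1.94) and PUT4 (1.35). These percentiles were computed without division by input. With it, the ribosomal protein median becomes 0.27 and that of the general stress genes -0.26, so the order of the lists depends on the scaling. The input divided by is that of wild type, which itself rose by a median log2 fold of 0.47 at the 28 ORFs. Division can thus carry a change of wild-type input into the Δhog1 values, so these medians are not a measure of Δhog1 alone. The share of the 300 ORFs most occupied in mock-treated wild type went from 19.8% to 22.6% of the summed signal in Δhog1. With input subtracted it went from 72.5% to 65.1%, so that its direction is not settled. These ORFs were chosen on a wild-type library, so the fall of their share in wild type is no like measure. In stressed Δhog1 cells TDH3 (257000), ILV5 (235000), PDC1 (228000) and PMA1 (210000) had the highest Rpb3 signal. From the loss of the redistribution without Hog1, the paper concludes that the fall in transcription acts on all genes alike in Δhog1 cells, and that wild-type cells place stress genes above housekeeping genes.

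**Figure D1:**
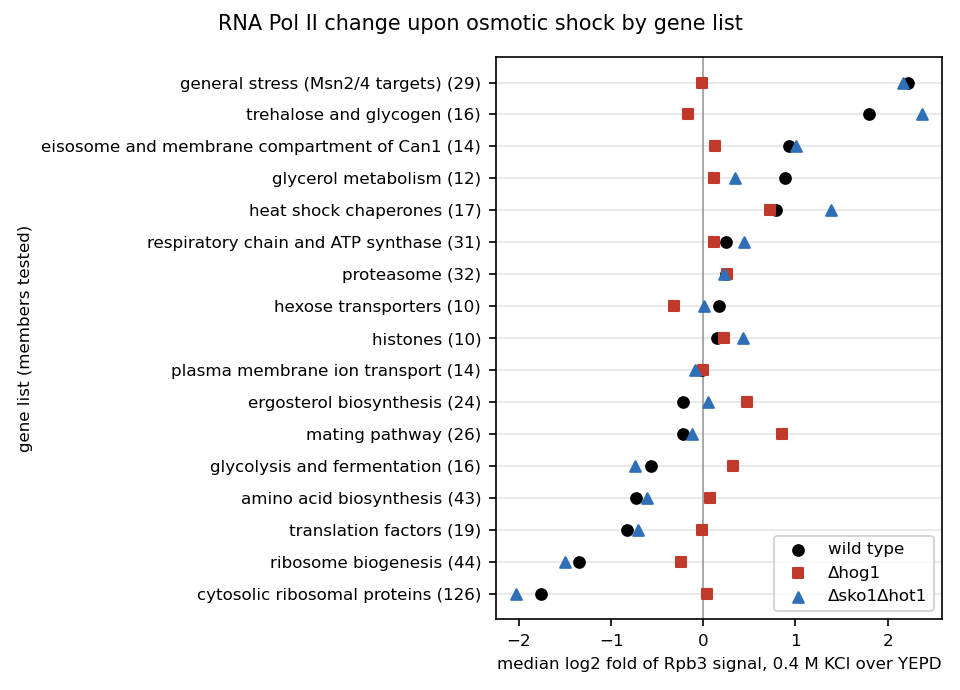
Median log2 fold of Rpb3 signal, 0.4 M KCl over YEPD (x axis), for gene lists (y axis, with the number of members tested) in wild type (circles), Δhog1 (squares) and Δsko1Δhot1 (triangles), 1 library per condition. In Δhog1 the medians lie between -0.32 (hexose transporters) and 0.85 (mating pathway).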

Under osmotic shock conditions, Hog1 is found in a complex with RNA Pol II (Alepuz *et al.* 2003; Proft *et al.* 2006) and is present in some ORFs during elongation (Pokholok *et al.* 2006; Proft *et al.* 2006). 

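Hog1 with an HA tag at its own locus was precipitated with an anti-HA antibody in 1 mock-treated and 1 osmotic shock library of wild-type cells. A mock IP with the same antibody in cells without a tag gives 1 library per treatment, and the input libraries are those of the Rpb3 experiment. The authors deposited the signal of each ORF in the same scaled unit as for Rpb3, and the number of reads is not given per library: the supplement gives a range for the Hog1 and transcription factor samples as a whole. The median ORF signal was 13300 in the mock-treated and 12800 in the stressed Hog1 library, and 7650 and 7910 in the mock IP. Following the methods, Hog1 enrichment was computed as Hog1 signal minus mock IP signal, divided by input. An ORF was called occupied when its enrichment, its ratio of stressed to unstressed Hog1 signal and its Hog1 signal all lay 3 standard deviations above the median of the 6013 ORFs. In simulated libraries with 30 ORFs raised 5-fold, 30 of 30 were called and no other ORF was. The simulated mock IP followed the input and did not rise at these ORFs, while the real one rose at the 28 occupied ORFs. The simulation thus checks the computation and not the reliability of the calls. No replicate exists for any of these libraries.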

To investigate the relationship between high RNA Pol II occupancy and the presence of Hog1 in ORFs during stress, we determined Hog1 localization genome-wide by ChIP-seq in the presence and absence of osmotic stress. We identified 28 ORFs that are enriched for Hog1 during osmotic shock (listed in File S1). These findings are in general agreement with previous work (Pascual-Ahuir *et al.* 2006; Pokholok *et al.* 2006; Figure S3), but by using a higher resolution technique, we are able to more clearly differentiate between Hog1 present in regulatory regions *vs.* coding regions. 

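SCM4, a gene of unknown function (Hog1 enrichment 5.91), RHR2 (4.34), RTC3 (4.11), the methylglyoxal reductase gene GRE2 (3.99) and GPD1 (3.92) were the most Hog1-enriched of the 28 ORFs in osmotic shock. They were followed by the proline permease gene PUT4 and the hexose transporter gene HXT1, both at 3.72. Other members are STL1 (3.22), ALD6 (3.19), the eisosome gene PIL1 (3.12), HSP12 (2.13), CTT1 (2.12) and the transcription factor gene CIN5 (1.93). The cutoffs were 1.58 for enrichment, 2.05 for the ratio and 31202 for the signal, which 65, 50 and 64 ORFs passed singly. All 3 were passed by 32 ORFs, which include each of the 28 marked as occupied in the deposited table. The other 4, none of which has a gene name, are YDL221W (4.98), YGR050C (10.4), YHR086W-A (10.8) and YMR173W-A (2.76). In the R64 reference YGR050C lies between SCM4 and FMP48, and YHR086W-A between NAM8 and RTC3, while YDL221W and YMR173W-A are not listed there. At cutoffs of 2 and 4 standard deviations 53 and 23 ORFs passed, with the median absolute deviation 123, and without the filter on low input none. With Hog1 divided by mock IP in place of the enrichment 7 passed, of which 4 are among the 28.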

We find that Hog1 occupies the ORFs that show the highest increase in RNA Pol II occupancy upon stress (Figure 1C, red points), while Hog1 is not present in ORFs that show a decrease in RNA Pol II occupancy in response to stress or in the ORFs of HOG pathway-activated genes that show only modest induction upon stress. 

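Of the 10 ORFs with the largest rise in RNA Pol II, 9 are among the 28: HSP12, GPD1, FMP48, HOR2, RTC3, STL1, CTT1, FMP45 and GRE2. The exception is the dubious ORF YFL013W-A (log2 fold 5.24), with a Hog1 enrichment of 1.3. All 28 ORFs rose, with a median of 3.94, from 1.62 at YLR415C, a gene of unknown function, up to the value of HSP12. The study chose these ORFs on the Hog1, mock IP and input libraries and not on Rpb3. The mock IP and Hog1 signals both followed Rpb3 across ORFs in stress (Pearson correlations 0.847 and 0.840). The rise of all 28 may therefore not be wholly independent evidence. The 242 ORFs outside the 28 that rose at least 2-fold had a median Hog1 enrichment of 0.74, and 10 of them passed the enrichment cutoff. TPS2 (1.34), the glucokinase gene GLK1 (1.21), TSL1 (0.65) and DDR2 (0.18) did not, with log2 folds of Rpb3 between 3.97 and 4.94. The 465 ORFs that fell had a median enrichment of 0.47, and 3 passed the cutoff, BUD28 (2.56), YDR524C-B (2.29) and YLR076C (2.01), named after their values were seen. NSR1 had 0.49, DBP2 0.38, HPT1, a purine salvage gene, 0.43 and RPL9A 0.034. The rest of the 65 ORFs above the enrichment cutoff changed less than 2-fold in Rpb3. Among them were YHR086W-A (enrichment 10.8, log2 fold 0), YGR050C (10.4 and 0.11) and PMA1 (2.47 and -0.90). Together the 28 ORFs held 0.951% of the summed Rpb3 signal in mock-treated cells and 11.3% after the shock, or 1.59% and 27.6% with input subtracted. The mock IP rose at the same ORFs: its median log2 fold was 1.61 at the 28 and 0.032 at the other ORFs, and Hog1 signal divided by mock IP signal was 2.58 at the 28 and 1.65 elsewhere in stress, and 2.10 and 1.74 already without it.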

Hog1-occupied ORFs show higher RNA Pol II occupancy (median value of 17.1-fold enrichment over input) than HOG pathway-activated genes that are not occupied by Hog1 (median value of 2.4-fold enrichment over input).

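GPD1 had 34.2 times, RTC3 33.7 times, RHR2 32.5 times and HSP12 28.2 times as much Rpb3 signal as input in osmotic shock. ALD6 had 36.2 times, STL1 20.4 times and SCM4 14.5 times. The median over the 28 ORFs was 17.1, with quartiles of 9.76 and 28.5, against 0.706 for the 5985 other ORFs. In mock-treated cells the same medians were 0.855 and 0.734. The input itself rose at these 28 ORFs, by a median log2 fold of 0.47. The genes that the HOG pathway activates without Hog1 in their ORF were not analysed here as a group.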

### Promoter regions are sufficient to direct Hog1 to ORFs

Previous work demonstrates that for at least one Hog1-occupied ORF, the region downstream of the ORF is sufficient to induce Hog1 ORF occupancy (Proft *et al.* 2006). However, it is not clear which *cis*-elements confer this ability, or whether specific transcription factors mediate Hog1 recognition of these *cis*-elements. Hog1 localizes to promoter regions of some target genes (Alepuz *et al.* 2001, 2003; Capaldi *et al.* 2008; Proft and Struhl 2002) as well as ORFs, but the relationship between these two events is unclear, and Hog1 recruitment to ORFs is not thought to be associated with any particular transcription factor (Proft *et al.* 2006). We find that Hog1 presence in ORFs correlates strongly with Hog1 promoter binding. 

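At the GPD1 promoter the deposited table of regions upstream of ORFs gives 8820 in osmotic shock and 3450 in mock-treated cells under the head for wild-type Hog1. The column headed input gives 207000 and 23100 there. At the STL1 promoter the column headed Hog1 went from 12600 to 7520 and that headed input from 18300 to 93800, and at RTC3 they went from 22400 to 7700 and from 9840 to 76000. Over the 28 genes the column headed Hog1 had a median of 5310 before and 6010 after the shock, and the column headed input of 12200 and 42150. In the ORF table the Hog1 column rises at these genes, from 14350 to 67250, and the input column goes from 10400 to 14250. The heads of the promoter table are therefore in doubt. Only 8 promoter regions lie below 1000 in the stressed column headed Hog1 and 193 in that headed mock IP, whereas in the ORF table 48 ORFs do so in the Hog1 library and 3 in the mock IP.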

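Promoter enrichment was computed for the 1000 bp upstream of each ORF as mock-subtracted Hog1 signal divided by input, with each column read as it is headed in the deposited table, although those heads are in doubt. On this reading the median of the 28 promoters of Hog1-occupied ORFs was -0.035 and that of all 6278 promoters -0.20. None of the 28 lay above the cutoff of 0.203, which 99 promoters passed. With the heads of input, mock IP and wild-type Hog1 exchanged, a reading chosen after the data were seen, the median of the 28 was 4.39 and 23 of them passed. ALD6 had 5530 under the head for stressed Hog1 and HSP12 5610, below the 7950 and 7170 under the head for mock IP. HOR2 had 6900 and 7620, and SCM4 9160 and 9490. The column headed input had 76600 at ALD6, 52800 at HSP12, 50000 at HOR2 and 28900 at SCM4 in osmotic shock.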

Hog1 shows enrichment (defined as mock-subtracted Hog1 ChIP signal divided by input for the region 1000 bp upstream of each ORF) greater than three standard deviations above the genome-wide median in the promoters of 26 of the 28 occupied ORFs (example genes shown in Figure 3A), compared with 5 of the 231 promoters of HOG pathway-regulated ORFs that are not occupied by Hog1. 

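For the region 50 to 500 bp downstream, the median enrichment over the 28 genes was 0.11 with the columns read as headed, and that of all regions was -0.17. None of the 28 passed the cutoff of 0.411, which 58 regions passed. With the heads exchanged, chosen after the data were seen, the median was 2.83 and 20 passed. Under the head for wild-type Hog1 the signal 3′ of GPD1 went from 5150 in mock-treated cells to 20400 in osmotic shock, that of HSP12 from 6180 to 24100 and that of SCM4 from 7160 to 6160. Under the head for input it went from 9260 to 71100 at GPD1, from 9040 to 46600 at HSP12 and from 13000 to 101000 at SCM4. The medians of the 28 went from 7145 to 12300 under Hog1 and from 10185 to 43000 under input. The heads of this table carry the same doubt as those of the promoter table.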

We also observe Hog1 ChIP enrichment greater than three standard deviations above the genome-wide median in the 3′ regions (50–500 bp downstream) of 18 of the 28 ORFs that are occupied by Hog1, compared with 4 out of 231 of the HOG-pathway regulated ORFs that are not occupied by Hog1.

**Figure 3:**
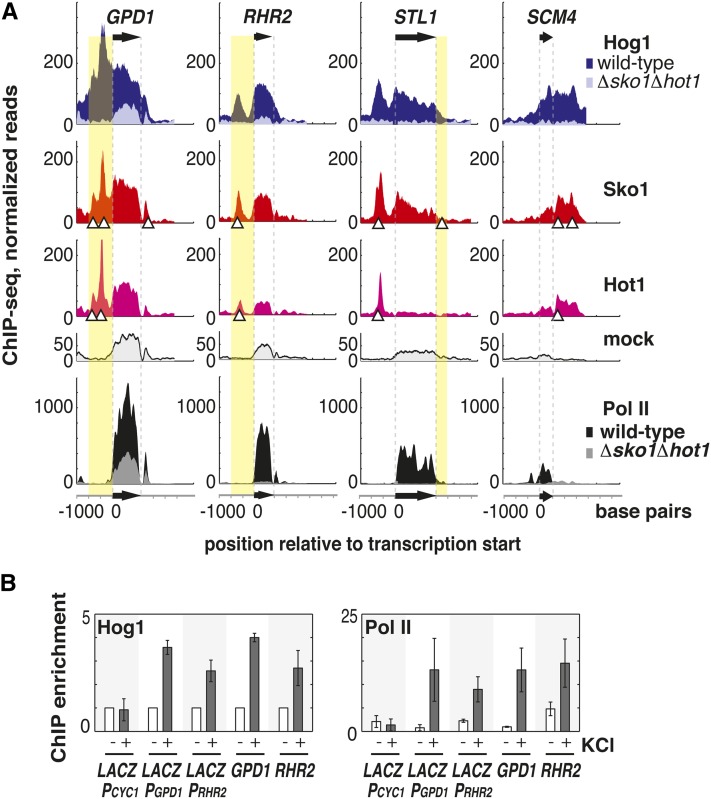
The Hog1 cognate TFs Sko1 and Hot1 target stress-induced genes for transcription by a Hog1–RNA Pol II complex. (A) Colocalization of Hog1, Sko1, and Hot1 at example genes occupied by Hog1 during stress. Lighter colored overlay for Pol II and Hog1 ChIP-seq shows ChIP signal in the *Δsko1Δhot1* strain. Black arrows and dashed gray guidelines mark the position of the *GPD1*, *RHR2*, *STL1*, and *SCM4* ORFs, and white triangles show predicted transcription factor binding sites. Values plotted are the number of reads that align at each point along the chromosome, and each ChIP-seq dataset is scaled to one million reads. Highlighted regions are those shown to be sufficient for Hog1 ORF occupancy. (B) RNA Pol II and Hog1 presence in the *LACZ* ORF driven by three different promoters (defined as 1000 base pairs upstream of each gene): the stress gene promoters P*_GPD1_* and P*_RHR2_*, and P*_CYC1_*, an inactive promoter that serves as a negative control. These promoter-*LACZ* constructs are carried on a plasmid. Hog1 and RNA Pol II ChIP enrichment was measured by qPCR during rapid growth in SD medium lacking tryptophan to maintain the plasmid (bars labeled −) and in response to osmotic shock induced by addition of 0.4 M KCl to the medium (bars labeled +). Enrichment values are normalized by ChIP to *POL1*. For Hog1 enrichment, no-stress values were normalized to one, and stress values show the relative change in enrichment. Error bars show the standard deviation of three biological replicates.

We were interested in whether promoter regions contain information sufficient to direct Hog1 to ORFs. To address this question, we placed a stress gene promoter upstream of *LACZ* on a plasmid and tested for the presence of Hog1 in the *LACZ* ORF. We find that the promoters of the stress genes *GPD1* and *RHR2* are sufficient to recruit both RNA Pol II and Hog1 to the *LACZ* ORF in a stress-specific manner (Figure 3B). This result, combined with the observation that the region downstream of *STL1* is necessary and sufficient to recruit Hog1 to the *STL1* ORF (Proft *et al.* 2006), suggests that *cis* -regulatory elements contained within these 3′ and 5′ regions are capable of targeting genes for transcription by a complex that includes Hog1.

### ORFs occupied by Hog1 are marked by the presence of Hog1, Sko1, and Hot1 in their regulatory regions

Although Hog1 lacks a DNA binding domain, it is able to associate with promoters through physical interactions with its cognate transcription factors Sko1 (Proft and Struhl 2002) and Hot1 (Alepuz *et al.* 2001, 2003). Of the 28 ORFs occupied by Hog1, 21 require Sko1 and/or Hot1 for activation in response to osmotic shock (Capaldi *et al.* 2008). We hypothesized that these factors may be able to recruit Hog1, and thus the presence of these transcription factors at promoters would correlate with Hog1 recruitment to promoters and ORFs. 

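Sko1 is a bZIP factor that represses or activates genes of osmotic stress, and Hot1 activates glycerol genes. Each was precipitated through an HA tag at its own locus, and the authors called peaks on single libraries with a version of PeakSeq. The deposited lists hold 7215 Sko1 peaks in mock-treated cells, 12149 Sko1 peaks in osmotic shock and 12548 Hot1 peaks in osmotic shock, and Hot1 in mock-treated cells was not analysed here. These are all peaks before the screen in the methods: their median length was 64, 70 and 82 bp, and they cover 7.63%, 12.5% and 13.6% of the chromosomes. For each peak the authors give its height as a signal, its enrichment as a ratio of IP to input, a p-value and an adjusted value used here as a score, since it exceeds 1 in 38, 610 and 436 peaks. Enrichment was used only to rank peaks within its own list, because the lists do not say how it was scaled. Positions are those of the sacCer2 assembly. With no annotation of that assembly at hand, peaks were set beside the positions of predicted Sko1 and Hot1 sites given in the supplement, which names no assembly, and not beside promoters. This comparison was chosen after the data were seen.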

To obtain a high-resolution map of Sko1 and Hot1 binding within the regulatory regions surrounding Hog1 occupied ORFs, we measured Sko1 and Hot1 binding by ChIP-seq in the presence and absence of stress. At promoters where Hog1 is present, Sko1 and Hot1 colocalize with Hog1 (Figure 3A). 

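At STL1, the Hot1 peak in osmotic shock spans 1506965 to 1507683 on chromosome 4 and ranks 15th of 12548 by enrichment (7.12). It overlaps a Sko1 peak from 1506952 to 1509370 in osmotic shock (enrichment 3.72, rank 230 in its list). At GPD1 the Hot1 peak from 410703 to 413026 on chromosome 4 (6.30, rank 23) overlaps a Sko1 peak from 410245 to 413067 (3.98, rank 195). At RHR2 the Hot1 peak from 254315 to 254665 on chromosome 9 (5.83, rank 29) overlaps a Sko1 peak from 254257 to 254711 (5.67, rank 89). Downstream of SCM4 a Hot1 peak from 592019 to 593125 on chromosome 7 (10.6, rank 6) overlaps a Sko1 peak from 591385 to 593220 (5.88, rank 85). Of the 100 highest Hot1 peaks, 85 overlap some Sko1 peak in osmotic shock and 17 overlap one of the 100 highest. With the Sko1 peaks of mock-treated cells these counts are 78 and 15. In the reverse direction, 45 of the 100 highest Sko1 peaks in osmotic shock overlap some Hot1 peak and 14 one of the 100 highest. The overlap of random positions was not computed for these counts.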

Sko1 is present in the promoters of 27 of the 28 Hog1-occupied ORFs, and Hot1 binds within 50 bp of Sko1 at 14 of these promoters. 

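The supplement lists predicted sites of both factors near 10 genes, and at 9 of these a Hot1 site lies within 50 bp of a Sko1 site: STL1 (8 bp), GPD1 and HSP12 (12 bp each), RTC3 (14 bp), HOR7 (15 bp), CTT1 (19 bp), FMP45 (21 bp), NCE102 (47 bp) and YER053C-A (5 bp). The pair at GPD1 lies downstream, while the closest pair in its promoter is 36 bp apart, and that at YER053C-A joins an entry marked downstream to one marked promoter. Counting promoter entries alone, 8 genes have both factors, all 8 within 50 bp. At SCM4 the closest pair, also downstream, is 98 bp apart. At CIN5, a bZIP factor gene, the Sko1 site at 384852 on chromosome 15 lies in a Sko1 peak in stress from 384640 to 385269 (enrichment 9.39, rank 24) and in no Hot1 peak. At CWP1, a cell wall protein gene, the Hot1 site at 260143 on chromosome 11 lies in a Sko1 peak (6.48, rank 65) and likewise in no Hot1 peak. Peaks were not assigned to the promoters of all 28 genes, and the listed sites are the authors' predictions rather than peak centres.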

At each of these promoters, the observed transcription factor binding peaks overlap with Hog1 promoter peaks.

Using a bioinformatics approach, we identified sequence elements that are overrepresented at sites of Hot1 and Sko1 recruitment in response to stress (Figure 4A). We find that Hog1 colocalizes with Sko1 and Hot1 at overrepresented sites in the promoters, and in some cases, downstream regions of the ORFs that it occupies (Figure 3A, white triangles). These predicted Sko1 and Hot1 binding sites are present in regulatory regions that are sufficient to induce Hog1 ORF occupancy (Figure 3A, highlighted regions). 

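Of 17 predicted Hot1 sites in the promoters of 12 genes, 14 lie in a Hot1 peak in osmotic shock, and 10 of these in one of the 100 highest. HSP12 holds a pair of them, at 106694 and 106742 on chromosome 6, in the Hot1 peak that ranks 3rd, from 106606 to 106846 (enrichment 12.6). ALD6 has one at 431870 on chromosome 16, in a Hot1 peak from 431746 to 432135 (5.83, rank 30). When the 17 positions were shifted by 10000 or 20000 bp to either side, between 1 and 4 fell in a Hot1 peak. Of 15 predicted Sko1 sites in the promoters of 11 genes, 14 lie in a Sko1 peak in osmotic shock, 11 in a Sko1 peak without stress and 9 in a Hot1 peak. The exception for Sko1 is PDC6, a minor pyruvate decarboxylase gene. Of 8 Hot1 sites downstream of ORFs 4 lie in a Hot1 peak, and of 5 Sko1 sites downstream 4 lie in a Sko1 peak in stress. With the same shifts, 0 to 3 of the 8 and 0 to 1 of the 5 did, so the downstream Hot1 sites stand little above shifted positions, and of the promoter Sko1 sites 1 to 3 lay in a Sko1 peak in stress. The sites were chosen by the authors from the same libraries.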

Hog1 recruitment to these regulatory regions depends upon the presence of Sko1 and Hot1; Hog1 is not recruited to promoters, ORFs, or downstream regions in the absence of these two factors (Figures 3A and 4B).

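STL1, RHR2 and HXT1 had less Hog1 signal than mock IP in their ORFs in stressed Δsko1Δhot1 cells, with an enrichment of -1.32, -1.16 and -0.97, and GRE2, HOR2 and GPD1 had -0.64, -0.87 and -0.79. These negative values come from subtracting the mock IP of stressed wild type, which itself rose, from 7090 to 29800 at STL1. All 28 ORFs had a lower value than in wild type, and the median was 0.15 against 2.81, with 11 below 0. With the mock-treated mock IP the medians were 1.26 and 4.39, without mock subtraction 1.71 and 4.88, and in both cases 28 were lower and none lay below 0. The median signal of all ORFs was also lower in the stressed Hog1 library of the double mutant, 9600 against 12800. A lower value alone therefore does not set the 28 apart. HOR7 stayed close to its wild-type value, at 3.12 against 3.22, and PUT4 (1.02), ALD6 (0.95) and HSP12 (0.81) had the next highest values in the double mutant. RNA Pol II followed in part. In the double mutant STL1 had a log2 fold of Rpb3 of -0.062, GRE2 of 0.72 and ALD6 of 0.94, and GPD1 still rose, by 3.79. Of the 28 ORFs, 22 rose and 1, RHR2, fell. General stress genes rose in 23 of 29 cases (median 2.17), trehalose and glycogen genes in 12 of 16 (2.37) and heat shock chaperones in 11 of 17 (1.39). Ribosomal protein ORFs fell in 122 of 126 cases (-2.03), and ribosome biogenesis ORFs in 42 of 44. In all, 372 ORFs rose and 479 fell in Δsko1Δhot1, where the median ORF had a log2 fold of -0.13. Centred on that median 437 rose and 395 fell, which turns the direction, and with input subtracted 782 and 974 did. Of the 372 and 479, 206 also rose and 385 also fell in wild type, where independent lists would share 16.7 and 37.0. In the promoter and 3′ tables, whose column heads are in doubt, the double mutant had medians of 0.020 and 0.026 with the columns read as headed, lower than wild type at 3 and 20 of the 28 genes. With the heads exchanged, a reading chosen after the data were seen, the medians were 0.35 and -0.32, lower at 28 and 28. There is 1 Hog1 and 1 Rpb3 library per treatment of this strain, mock IP and input are those of wild type, and the HOT1 ORF had an Rpb3 signal of 569 and 1060 in it against 6350 and 7820 in wild type. SKO1 was not found in the table. From the loss of Hog1 without Sko1 and Hot1, the paper concludes that these factors are needed to bring Hog1 to promoters, ORFs and downstream regions.

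**Figure D2:**
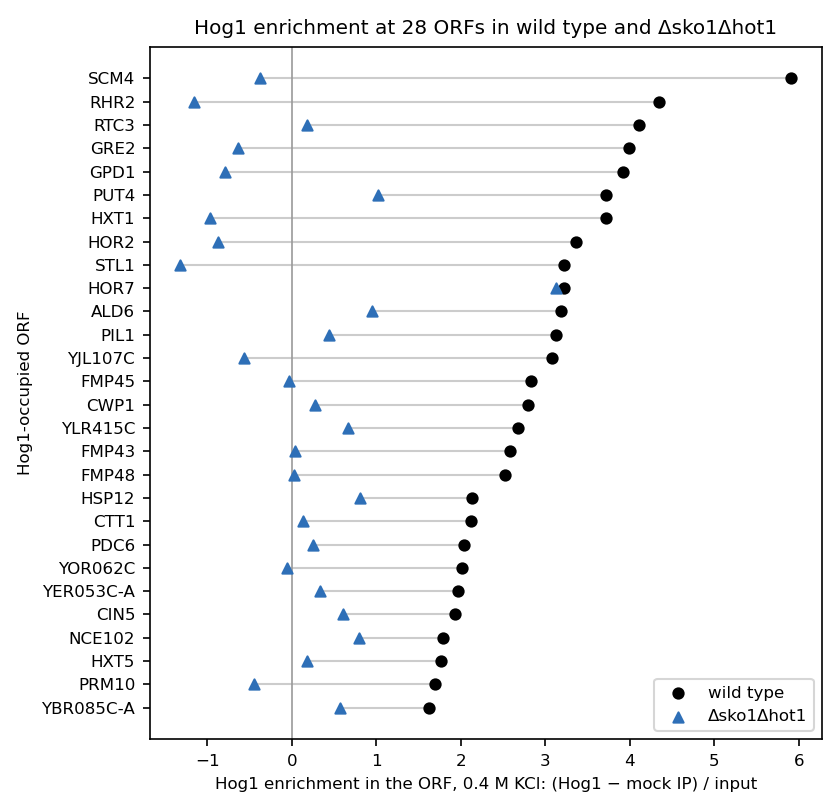
Hog1 enrichment in 0.4 M KCl, Hog1 minus the mock IP signal of stressed wild type, divided by input (x axis), in each of the 28 Hog1-occupied ORFs (y axis) in wild type (circles) and Δsko1Δhot1 (triangles), 1 library each. The median is 2.81 in wild type and 0.15 in Δsko1Δhot1, and HOR7 shows the smallest difference among the ORFs with high enrichment.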

**Figure 4:**
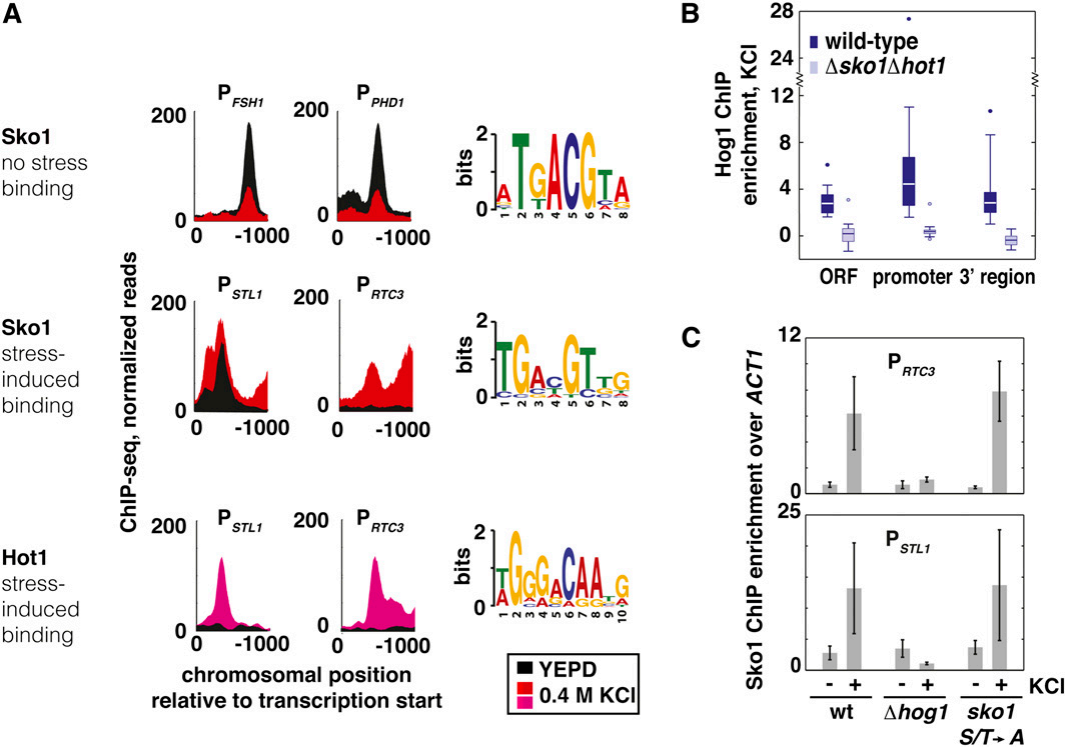
Analysis of binding determinants of Sko1 and Hot1. (A) Binding behavior (left panel) and discovered motifs (right panel) for Hot1 and two classes of Sko1 binding sites observed by ChIP-seq. Sko1 and Hot1 binding is shown in control conditions and in osmotic shock (treatment with 0.4 M KCl for 5 min. Sko1 no-stress peaks show decreased enrichment upon osmotic shock (example peaks from *FSH1* and *PHD1* promoters, top left panel.) Stress-induced Sko1 (center left panel) and Hot1 (bottom panel) binding peaks increase in ChIP enrichment upon stress (example peaks in *STL1* and *RTC3* promoters). A bioinformatics search of 43 pre-stress Sko1 binding sequences reproduces a previously reported Sko1 binding motif, 5′-TGACGT-3′ (Harbison *et al.* 2004). A bioinformatics search of 17 stress-induced Sko1 binding peak sequences reveals a low-information variant of the Sko1 consensus site. A search of 11 high-confidence Hot1 binding peaks allows *de novo* discovery of a candidate motif for Hot1. (B) Hog1 enrichment during stress at ORFs, promoters, and 3′ regions decreases in the absence of Sko1 and Hot1. Box and whisker plot shows Hog1 enrichment in the ORFs, promoters (1000 bp upstream) and 3′ regions (1000 bp downstream) for the set of 28 ORFs occupied by Hog1 during stress in wild-type cells. Enrichment is defined as Hog1 ChIP-seq reads minus mock IP, divided by the input signal. Enrichment values in wild-type (wt) cells are shown in dark blue; and enrichment values for *Δsko1Δhot1* cells are shown in light blue. The edges of each box show the 25^th^ and 75^th^ percentiles, and the line within each box indicates the median. Whiskers extend to the highest and lowest values that are not considered outliers (three standard deviations above or below the median). Outliers are plotted as individual points. (C) Stress-induced Sko1 binding requires Hog1, but not Hog1 phosphorylation, of Sko1. Sko1 binding was measured by ChIP against the HA epitope in wild-type, Δ*hog1*, and *sko1- S108A*, *T113A*, *S126A* (which cannot be phosphorylated by Hog1) strains, all tagged with three copies of the HA tag at the N′ of the endogenous copy of Sko1. ChIP experiments were performed on cells in log-phase growth in rich medium, in the presence or absence of osmotic shock (induced by 5 min in 0.4 M KCl). The data points on the bar graph are the averages of at least three biological replicates, and error bars represent the standard deviation of the measurements.

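In the RTC3 promoter the predicted Hot1 site at 280263 on chromosome 8 lies in no Sko1 peak of mock-treated cells. In osmotic shock it lies in a Sko1 peak from 279996 to 281566 (enrichment 3.71) and in a Hot1 peak from 280009 to 281497 (6.02, rank 26). In the STL1 promoter the site at 1507321 on chromosome 4 lies in a Sko1 peak already before stress, from 1506974 to 1507663 (7.59, rank 78 of 7215). The CTT1 site at 653559 on chromosome 7 is in no Sko1 peak without stress and in one of enrichment 1.66 with it. Enrichment from the separate lists was not compared between treatments, and the peaks at FSH1 and PHD1 were not analysed here.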

### Hog1 is required for stress-induced Sko1 and Hot1 binding

Although Hog1 phosphorylates Hot1 upon stress, this phosphorylation is not required for Hot1 activity (Alepuz *et al.* 2003). Instead, a physical interaction between Hot1 and Hog1 is required for promoter recognition, and it is Hog1 that recruits the polymerase (Alepuz *et al.* 2003). Sko1 binds constitutively to some genomic locations, while Sko1 binding at other sites is induced by stress (Capaldi *et al.* 2008; Ni *et al.* 2009). While Hog1 is not required for Sko1 binding in the absence of stress, we hypothesize that Hog1 may play a similar role in directing stress-induced binding of Hot1 and Sko1, given that Hog1 colocalizes with Sko1 at stress-induced binding sites (Figure 3A), and Sko1 is not recruited to these sites upon stress in a *Δhog1* strain (Figure 4C). Hog1 phosphorylates Sko1 in response to stress (Proft and Struhl 2002), but we find that this phosphorylation is not required for stress-induced Sko1 binding (Figure 4C), suggesting that Hog1 regulates Sko1 binding as well as Hot1 binding through a sustained physical interaction rather than via phosphorylation. Though Hog1 lacks a DNA binding domain, it partners with Sko1 and Hot1 to recognize specific *cis*-regulatory elements at the ORFs that it occupies during stress. Hog1 interacts directly with RNA Pol II during stress (Pascual-Ahuir *et al.* 2006), and is capable of inducing transcription when tethered to a promoter (Alepuz *et al.* 2003). Based on these observations, we suspect that Hog1 recruits RNA Pol II to the set of genes with nearby Sko1 and Hot1 binding sites and that Hog1 is loaded onto these ORFs along with RNA Pol II during transcription initiation.

At the set of genes that show stress-induced recruitment of Sko1, Hot1, and Hog1 to their promoters and/or downstream regions, Hog1 enrichment in ORFs is largely proportional to RNA Pol II occupancy (Figure 5A), consistent with previous reports that Hog1 is part of the elongating RNA Pol II holoenzyme (Proft *et al.* 2006). This relationship between gene expression and Hog1 presence during elongation is specific to stress and does not occur in control conditions (Figure 5B). 

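Among the 20 genes of Table S3, GPD1 had both the highest Hog1 signal (169000) and the highest Rpb3 signal in osmotic shock. ALD6 followed with a Hog1 signal of 121000, RHR2 with 120000, RTC3 with 115000 and HSP12 with 105000. Across the 20 genes Hog1 and Rpb3 signal had a Pearson correlation of 0.922 in stress, and across all 6013 ORFs of 0.840 (Spearman 0.764), with a slope of 0.166. Without the 28 occupied ORFs it was 0.643. These are correlations across genes in 1 pair of libraries, and genes are not independent replicates. The mock IP had a correlation of 0.847 with Rpb3 across all ORFs in stress and of 0.945 across the 20 genes. The paper sets this proportion beside earlier reports that place Hog1 in the elongating RNA Pol II holoenzyme.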

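In mock-treated cells the ORFs with the highest Hog1 signal after HOG1 itself were PDC1 (58400), PMA1 (51700), PHO84 (45400) and ILV5 (44200), all strongly transcribed in YEPD. Across the 6013 ORFs Hog1 and Rpb3 signal had a Pearson correlation of 0.646 without stress, a Spearman correlation of 0.766 and a slope of 0.102. Across the 20 genes of Table S3 the Pearson correlation was 0.905 and the Spearman correlation 0.718. ALD6 (192000) and RHR2 (171000) had the highest Rpb3 signal of these 20 genes without stress. The mock IP had a Pearson correlation of 0.903 with Rpb3 across these 20 genes and of 0.374 across all ORFs, where its Spearman correlation was 0.028. With the mock IP subtracted, the Pearson correlation of Hog1 with Rpb3 across all ORFs was 0.426 in mock-treated cells and 0.705 in stress.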

Taken together, these observations suggest that genes marked by the presence of Hog1, Sko1, and Hot1 in their regulatory regions are selectively transcribed by a Hog1–RNA Pol II complex during stress.

**Figure 5:**
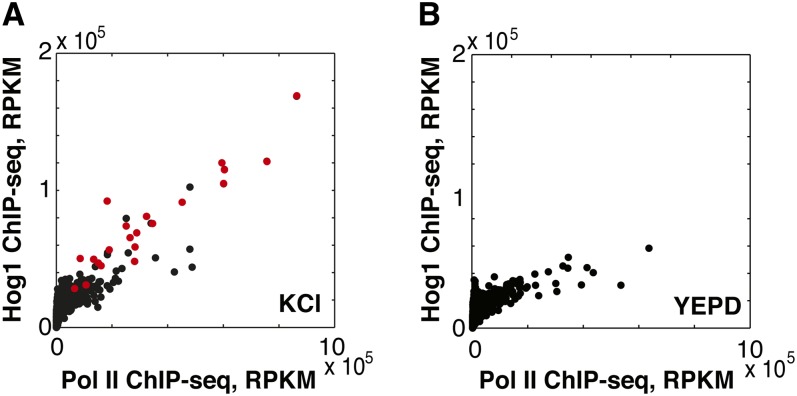
A stress-specific binding mode of Sko1 targets Hog1 to ORFs. (A) In stress, genes bound by a Sko1/Hot1/Hog1 complex (see Table S3) show highest levels of RNA Pol II and Hog1 in ORFs. Scatter plot shows ChIP-seq of Hog1-HA compared with ChIP-seq of Rpb3 after 5 min of osmotic shock with 0.4M KCl. The number of reads that align to each ORF are normalized to reads per kilobases per million (RPKM). Genes that exhibit stress-induced colocalization of Hog1 with Sko1 or with both Sko1 and Hot1 in their regulatory region are shown in red; all other genes are shown in black. (B) Scatter plot shows ChIP-seq of Hog1-HA compared with ChIP-seq of Rpb3 during rapid growth in rich medium.

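The genes of Table S3 gained RNA Pol II by a median log2 fold of 4.36 in wild type, and all 20 rose. In Δhog1 the median was 0.022 (-0.41 when divided by the wild-type input) and 1 rose. In Δsko1Δhot1 it was 2.29, with 15 higher and 1 lower. They held 0.849% of the summed ORF signal in mock-treated wild-type cells and 9.85% in osmotic shock. FAA1, a fatty acid activation gene, is the one gene of Table S3 outside the 28 occupied ORFs, with a Hog1 enrichment of 1.26 and a log2 fold of Rpb3 of 2.55. The study chose these genes on Hog1 enrichment and on Sko1 and Hot1 peaks, partly from earlier ChIP-chip data, and not on Rpb3. Hog1 and Rpb3 signal were correlated across ORFs in stress (0.840), so the count may not be wholly independent evidence.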

## Discussion

Hog1 and RNA Pol II were known to colocalize at some stress-responsive genes during stress (Pokholok *et al.* 2006; Proft *et al.* 2006), and Hog1 has been shown to associate with components of the elongating RNA Pol II holoenzyme under stress conditions (Proft *et al.* 2006), but the role of this Hog1–RNA Pol II complex in the stress response was not clear. Our results suggest that this complex marks and specifies the most highly induced genes during stress. In response to stress, cells experience a rapid drop in their overall transcription rate. This stress-induced global reduction of transcription may have two causes: (1) a general effect of the physical changes that accompany stress (Proft and Struhl 2004); and (2) a Hog1-dependent signal that increases this effect. Given that Hog1 interacts with the polymerase upon stress (Alepuz *et al.* 2003; Pokholok *et al.* 2006; Proft *et al.* 2006), we suggest that the entry of Hog1 into the nucleus upon stress may serve as this signal. In this model, RNA Pol II either in complex with Hog1 or modified by Hog1 via phosphorylation has reduced affinity for non-stress-responsive genes, allowing Hog1 to briefly hijack some fraction of RNA Pol II to carry out a Hog1-specified transcription program. If high levels of nuclear Hog1 are capable of globally altering transcription, we would expect spurious activation of Hog1 to be detrimental. In fact, overexpression of Hog1, which results in increased levels of nuclear Hog1, is lethal (Wurgler-Murphy *et al.* 1997), and genetic perturbations of upstream signaling that result in constitutive activation of the Hog1 pathway are not viable (Maeda *et al.* 1994, 1995).

The entry of Hog1 into the nucleus upon stress allows two Hog1 cognate transcription factors, Sko1 and Hot1, to bind with Hog1 at *cis*-elements contained in the regulatory regions of stress responsive genes, targeting the Hog1–RNA Pol II complex to these genes. The RNA Pol II-Hog1 complex transcribes highly expressed, stress-induced genes, while avoiding housekeeping genes that were previously highly expressed. The selective targeting of this complex suggests a mechanism by which a set of genes could be exempted from the transient global transcriptional repression that accompanies stress.

The function of polymerase eviction from highly expressed metabolic genes, *e.g.*, *PDC1*, in the early stages of the osmotic stress response may be to reallocate transcriptional resources rather than to modify the expression level of the RNA Pol II–depleted genes. Depletion of RNA Pol II from highly expressed ORFs often does not lead to reduced mRNA levels, as many of the transcripts produced by Pol II depleted genes are in fact stabilized during the stress response (Miller *et al.* 2011; Romero-Santacreu *et al.* 2009). Global depletion of RNA Pol II, coupled with a gene-specific override mechanism, may constitute a strategy that allows the cell to rapidly switch its transcriptional program.

## Supplementary Material

Supporting Information

# Supplementary material for: Hog1 Controls Global Reallocation of RNA Pol II upon Osmotic Shock in Saccharomyces cerevisiae
**Source:** G3 (Bethesda). 2012 Sep 1;2(9):1129–36. doi: 10.1534/g3.112.003251
**Supplement:** Supporting Information

Supporting Information 

# Hog1 Controls Global Reallocation of RNA Pol II upon Osmotic Shock in *Saccharomyces cerevisiae*

## Supporting Information for Cook and O'Shea, 2012

**Files in this Data Supplement:**

- Supporting Information - Files S1-S4, Figures S1-S3, and Tables S1-S3 (PDF, 1 MB)
- File S1 - Supporting Results and Discussion (PDF, 66 KB)
- File S2 - Supporting Materials and Methods (PDF, 76 KB)
- Figure S1 - Comparison RNA Pol II occupancy data from this study to data from Miller et al., 2011 (PDF, 101 KB)
- Figure S2 - Comparison of RNA Pol II occupancy across ChIP-seq datasets (PDF, 101 KB)
- Figure S3 - Comparison of Hog1 ORF occupancy data to previous work (PDF, 110 KB)
- Table S1 - List of strains used in this study (PDF, 64 KB)
- Table S2 - List of primers used for ChIP-qPCR (PDF, 65 KB)
- Table S3 - List of genes with Sko1, Hot1 and Hog1 present in regulatory regions (PDF, 49 KB)
- File S3 - RNA Pol II and Hog1 occupancy data from ChIP-seq (.xls, 1 MB)
- File S4 - Motifs for stress-induced binding of Sko1 and Hot1 (.xls, 35 KB)

# Supplementary material for: Hog1 Controls Global Reallocation of RNA Pol II upon Osmotic Shock in Saccharomyces cerevisiae
**Source:** G3 (Bethesda). 2012 Sep 1;2(9):1129–36. doi: 10.1534/g3.112.003251
**Supplement:** Supporting Information

Supporting Information

Hog1 controls global reallocation of RNA Pol II upon osmotic shock in *Saccharomyces cerevisiae*

^{*,§}Kristen E. Cook and ^{*,§,**,§§}Erin K. O'Shea

**File S1.** Supporting Results and Discussion.....	page 2 SI
**File S2.** Supporting Materials and Methods.....	3 SI
**Figure S1** . Comparison RNA Pol II occupancy data from this study to data from Miller et al., 2011.	5 SI
**Figure S2** .Comparison of RNA Pol II occupancy across ChIP-seq datasets.....	6 SI
**Figure S3.** Comparison of Hog1 ORF occupancy data to previous work.	7 SI
**Table S1.** List of strains used in this study.....	8 SI
**Table S2.** List of primers used for ChIP-qPCR.....	9 SI
**Table S3.** List of genes with Sko1, Hot1 and Hog1 present in regulatory regions.....	10 SI
**Supporting File Legends**	11 SI
**File S3.** RNA Pol II and Hog1 occupancy data from ChIP-seq.	
**File S4.** Motifs for stress-induced binding of Sko1 and Hot1.	
**Literature Cited**	12 SI

Supporting Results and Discussion

Stress-induced Sko1 binding predicts Hog1 ORF occupancy

During osmotic shock, the Hog1-regulated transcription factor Sko1 is found in the promoters of 27 of the 28 Hog1 occupied ORFs. Sko1 recognizes a well-defined consensus motif *in vivo* in the absence of stress (CAPALDI *et al.* 2008; HARBISON *et al.* 2004), and binds to this same motif *in vitro* (FORDYCE *et al.* 2010; NEHLIN *et al.* 1992). However, the Sko1 consensus motif is absent (evaluated at $P < 0.05$) from 20 of the 27 Sko1-bound promoters of Hog1-occupied ORFs. Sko1 was once thought to be constitutively bound to its target promoters, and depending on cellular conditions, recruit either repressive or activating chromatin remodeling factors (PROFT and STRUHL 2002). However, a genome-wide study of Sko1 binding behavior demonstrates that Sko1 target promoters do not display uniform binding behavior. Instead, genes with Sko1 bound in the promoter fall into two basic classes (CAPALDI *et al.* 2008). At one set of genes, Sko1 is bound in normal growth conditions and partially released from the promoter in response to osmotic stress, while for another set of genes, Sko1 binding enrichment increases in response to stress. By using ChIP-seq to generate a high-resolution map of Sko1 binding, we are able to identify individual binding sites that fall into these two classes. We find that stress-induced Sko1 binding correlates with the presence of Hog1 in ORFs, while pre-stress Sko1 binding does not. The presence of a stress-induced Sko1 binding peak in a promoter is predictive of Hog1 presence in promoters and ORFs; genes with stress-induced Sko1 promoter binding peaks show a median Hog1 enrichment (defined by mock-subtracted Hog1 ChIP-seq signal, divided by input) of 5.0 in promoters and 2.8 in ORFs during osmotic shock. In contrast, pre-stress binding of Sko1 in promoters is not predictive of Hog1 presence in promoters (median enrichment of 1.26) or ORFs (median enrichment 0.6) during stress.

File S2

Supporting Materials and Methods

Chromatin Immunoprecipitation

ChIP-seq and ChIP-qPCR experiments were conducted as described previously (CAPALDI *et al.* 2008; JOHNSON *et al.* 2007; ROBERTSON *et al.* 2007). Cells were diluted from an overnight culture to an OD₆₀₀ of 0.1. Cells were grown at 30° C in YEPD, with shaking, to OD₆₀₀ of 0.6. Cultures were split for stress treatment and mock treatment. For stress treatment, YEPD supplemented with KCl was added to ~120 OD units of culture, bringing the final concentration of KCl to 0.4 M; for mock treated cells, the same volume of YEPD was added to cultures. After five minutes in stress, samples were crosslinked with 1% formaldehyde at room temperature for 15 minutes. Crosslinking was quenched with 125 mM glycine for five minutes, and then samples were harvested by centrifugation, washed twice in cold PBS (137 mM NaCl, 2.7 mM KCl, 10 mM sodium phosphate dibasic, 2 mM potassium phosphate monobasic, pH 7.4) and then snap-frozen in liquid nitrogen. Samples were resuspended in 1 mL lysis buffer (50 mM HEPES pH 7.5, 140 mM NaCl, 1 mM EDTA, 1% Triton-X 100, 0.1% Na Deoxycholate) in the presence of protease inhibitors (Roche; Complete) and mechanically lysed by bead beading. Lysates were sonicated (9 cycles of 15 seconds each, power 2 on Misonix 3000) to solubilize chromatin and then clarified by centrifugation. Ten percent of the clarified lysate was reserved to serve as an input control. Clarified lysates (~10 mg for ChIP-seq, ~ 2.5 mg for ChIP qPCR) were incubated with 12CA5 anti-HA antibody, for 2 hours at 4° C before addition of Protein G Dynabeads (Invitrogen). After incubation for 4 hours up to overnight, beads were washed twice with lysis buffer, once with high salt buffer (50 mM HEPES pH 7.5, 500 mM NaCl, 1 mM EDTA, 1% Triton-X 100, 0.1% Na Deoxycholate), once with lysis buffer and once with TE (10 mM Tris, 1 mM EDTA, pH 8). All washes were performed at room temperature for five minutes each, on an end-over-end mixer. Samples were eluted from beads in TE plus 0.67% SDS at 65° C for 30 minutes. Supernatants were removed from beads and incubated overnight at 65° C to break crosslinks. DNA was isolated by digestion of RNA with RNase A for 2 hours at 37° C, protein digestion with Proteinase K for 2 hours at 55° C, and purified by phenol chloroform extraction and precipitation with ethanol and NaCl. DNA pellets were stored in TE.

For ChIP-seq, ~ 10 ng IP material was used to generate each library, following the Illumina protocol for their paired end DNA sample prep kit (v1). After addition of adaptors, DNA in a size range of 175-300 base pairs was isolated by gel electrophoresis for amplification. Size ranges of prepared libraries were measured on an Agilent Bioanalyzer (average size 225 base pairs) before sequencing on an Illumina Genome Analyzer II (performed by Christian Daly at the FAS Center for Systems Biology Core Facility). Thirty-six base reads were obtained and aligned to the *Saccharomyces cerevisiae* genome using ELAND (Jianwen Zhang performed the alignments). For Hog1 and transcription factor ChIP-seq samples, five million to ten million

reads were obtained. Uniquely alignable sequence tags were mapped to the genome and extended by the average length of the library (minus the adaptor length) in MATLAB. For ChIP-qPCR, samples were analyzed on an MX3000p qPCR machine (Stratagene) using primers that amplify a ~ 100 base pair region surrounding the center of observed binding peaks, or an ~300 base pair region in the coding sequence of the ORF. The sequences of these qPCR primers are listed in Supplemental Table S2.

Identification of stress-induced and pre-stress bound Sko1 binding peaks

Sko1 binding peaks were classified as pre-stress bound if they: 1) show enrichment in control (no stress) conditions; and 2) this enrichment is reduced in stress. Peaks are classified as stress-induced if their enrichment value is higher in stress than in control conditions. Of the top 100 peaks that were identified and classified, the median pre-stress bound peak showed a 60% decrease in binding upon stress, with a standard deviation of 18%. For motif analysis, we searched only those peaks from the top 100 most enriched that are located within 1000 base pairs of a transcription start site (56/100 peaks met this criteria). If multiple peaks in the same promoter could be distinguished, both were included in the analysis.

Promoter scan with Sko1 position weight matrix

Scans of promoter regions for high scoring matches to a position weight matrix were performed using the TestMOTIF software program (BARASH *et al.* 2005), using motifs and parameters as described by Tsankov *et al.* (TSANKOV *et al.* 2010). Promoters were defined as 600 base pairs upstream of each open reading frame. (Binding peaks more than 600 base pairs away from a transcription start site were excluded from this analysis.)

Designation of Sko1, Hot1 and Hog1 bound genes

Promoters were designated as Sko1, Hot1 and Hog1 bound (Figure 4, and listed in Table S3) if Hog1 is enriched in that promoter (defined by mock-subtracted Hog1 ChIP signal divided by input for the region 1000 bp upstream of each ORF; promoters are designated as enriched if this value is three standard deviations about the genome-wide median), and Sko1 and Hot1 binding peaks are observed by ChIP-seq. Data from Hot1 ChIP with two different tags was combined to determine Hot1 binding: our genome localization data for HA-tagged Hot1 was determined by ChIP-seq, and previously published ChIP-chip results for TAP-tagged Hot1 (CAPALDI *et al.* 2008) was also used as a criteria to identify additional Hot1 bound regions. Both tagged strains show mild to moderate expression defects at some Hot1-regulated genes, suggesting that the tags may affect Hot1 binding or activity (data not shown). For this reason, promoters that display Hot1 binding in either of the two tagged strains are counted as Hot1 bound (CAPALDI *et al.* 2008). Two genes (*SCM4* and *HOR2*) with Sko1 and Hot1 binding peaks immediately downstream of the ORF, rather than upstream, are included in the Sko1/Hot1 bound group.

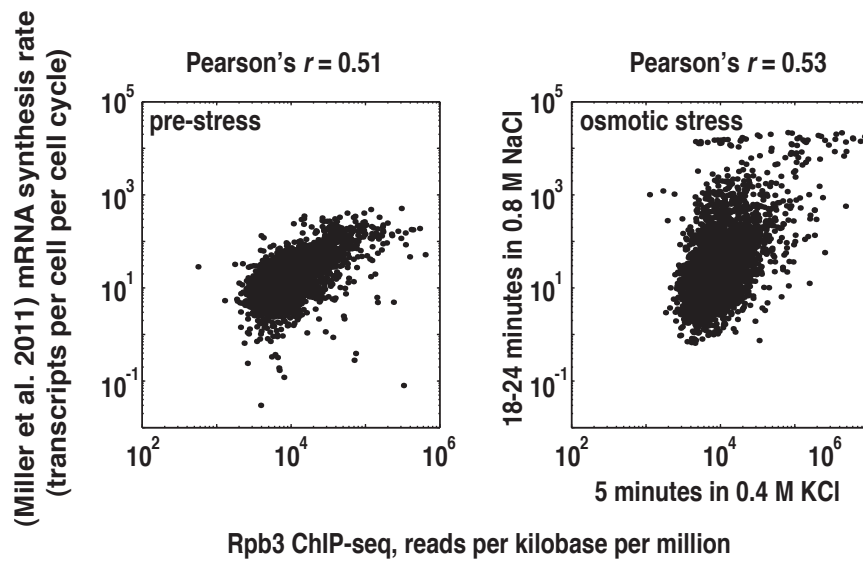

Figure S1 Comparison RNA Pol II occupancy data from this study to data from Miller et al., 2011. (A) Matrix of correlation coefficients between RNA Pol II occupancy measurements obtained in this study to mRNA synthesis rates measured previously (MILLER *et al.* 2011). RNA Pol II occupancy by ChIP-seq in the presence (labeled S) or absence (labeled NS) of osmotic shock, induced by In this study, mRNA synthesis rates were measured in six minute windows by Miller et al. upon induction of osmotic shock by 0.8 M NaCl. (B) Scatter plot comparing RNA Pol II occupancy measurements obtained in this study to mRNA synthesis rates measures by Miller et al., 2011 in the absence of stress (left panel) or upon osmotic shock (right panel; timepoints with the highest correlation are plotted.)

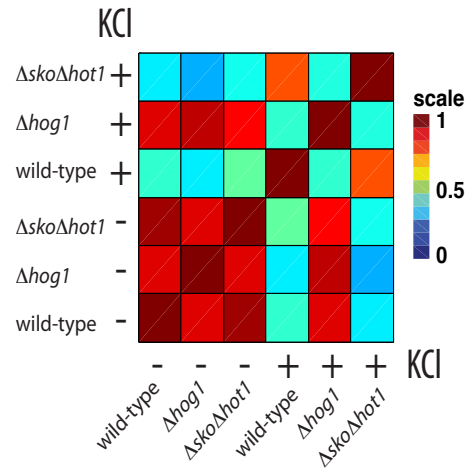

Figure S2 Comparison of RNA Pol II occupancy across ChIP-seq datasets. Matrix shows Pearson correlation coefficients for pair-wise comparisons of genome-wide RNA Pol II occupancy measured by ChIP-seq in wild-type (labeled wt), $\Delta hog1$, and $\Delta sko1\Delta hot1$ (labeled ΔTF) strains in the presence and absence of osmotic shock by 0.4 M KCl for five minutes. (ORFs with no alignable reads were excluded from the analysis.)

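PDC1 and TDH3 rank first in mock-treated wild type and in mock-treated Δhog1, where PDC1 had 220000 and TDH3 178000. Across 6013 ORFs the Pearson correlation between mock-treated wild type and Δhog1 was 0.917, and between mock-treated wild type and Δsko1Δhot1 0.962. Between osmotic shock and mock-treated cells it was 0.415 in wild type, 0.929 in Δhog1 and 0.374 in Δsko1Δhot1, and 0.787 between stressed wild type and stressed Δsko1Δhot1. The Spearman correlations between treatments were 0.741, 0.896 and 0.620. Without the 28 ORFs occupied by Hog1, which include GPD1 and HSP12, the wild-type Pearson value was 0.606. ORFs are not independent replicates, and each value compares 1 pair of libraries.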

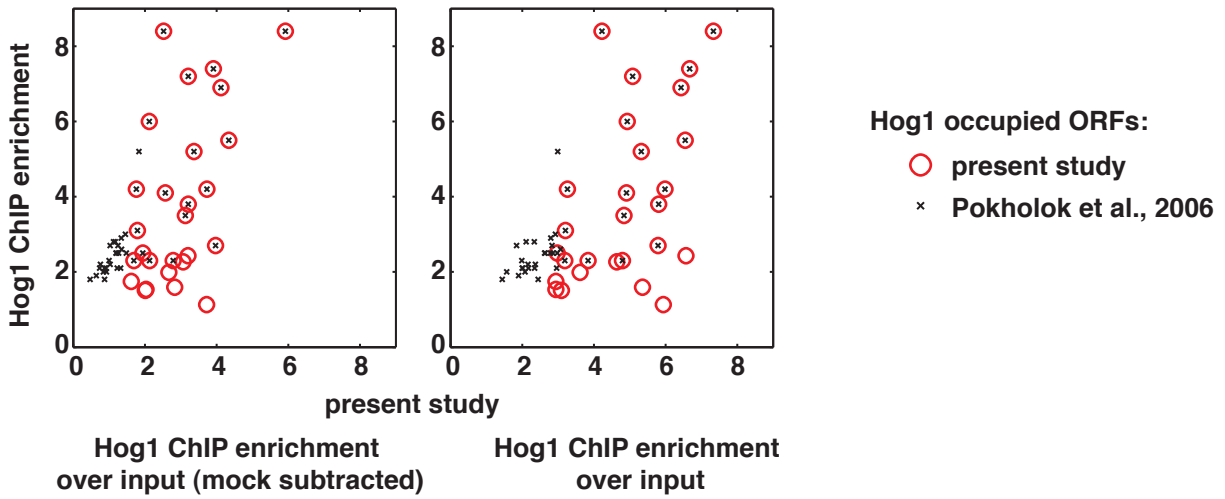

Figure S3 Comparison of Hog1 ORF occupancy data to previous work. Hog1 occupancy measured by ChIP-seq from the present study (osmotic shock was induced with 0.4 M KCl for five minutes; quantities plotted are: mock-subtracted enrichment over input, left panel; or enrichment over input, right panel) plotted against Hog1 occupancy measured by enrichment over input in ChIP-chip (Pokholok *et al.* 2006) during osmotic shock induced by 0.4 M NaCl for five minutes. Each point represents one ORF, and ORFs plotted are those designated as Hog1 occupied by either study.

Table S1 List of strains used in this study

Strain number	genotype
EY0690	<i>S. cerevisiae</i> W303
EY2050	<i>S. cerevisiae</i> W303, <i>ade2::ADE2-P_{MYO2}-rtTA(S2)</i>
EY2281	<i>S. cerevisiae</i> W303, <i>SKO1::3HA-SKO1</i>
EY2290	<i>S. cerevisiae</i> W303, <i>Dhog1::HIS3</i>
EY2303	<i>S. cerevisiae</i> W303, <i>3HA-SKO1, Dhog1::HIS3</i>
EY2727	<i>S. cerevisiae</i> W303, <i>HOG1::HOG1-3HA(HIS3)</i>
EY2728	<i>S. cerevisiae</i> W303, <i>HOG1::HOG1-3HA(HIS3), Dsko1::LEU2, Dsko1::LEU2, Dhot1::URA3</i>
EY2735	<i>S. cerevisiae</i> W303, <i>Dhog1::HIS3, ade2::ADE2-P_{MYO2}-rtTA(S2)</i>
EY2729	<i>S. cerevisiae</i> W303, <i>HOT1::HOT1-3HA(HIS3)</i>
EY2730	<i>S. cerevisiae</i> W303, <i>SKO1::3HA-sko1-S108A, T113A, S126A</i>
EB2054	<i>E. coli</i> DH5a, contains P _{TET^o} -LACZ in YCp50 plasmid, <i>URA3</i>
EB2055	<i>E. coli</i> DH5a, contains P _{CYC1} -LACZ in pCM173 plasmid, <i>TRP1</i>
EB2056	<i>E. coli</i> DH5a, contains P _{GPD1} -LACZ in pCM173 plasmid, <i>TRP1</i>
EB2057	<i>E. coli</i> DH5a, contains P _{STL1} -LACZ in pCM173 plasmid, <i>TRP1</i>

Table S2 List of primers used for ChIP-qPCR

target	direction	sequence
<i>ACT1</i> ORF	forward	GCCTTCTACGTTTCCATCCA
<i>ACT1</i> ORF	reverse	AGCGGTTTGCAATTTCTTGTT
<i>ADH1</i> ORF	forward	CAACAATACGCTACCGCTGA
<i>ADH1</i> ORF	reverse	ACGGTGATACCAGCACACAA
<i>GPD1</i> ORF	forward	GTTGTGGTTTCGTCGAAGGT
<i>GPD1</i> ORF	reverse	TTAAACCTTGAGCGGATTGG
<i>ILV5</i> ORF	forward	TGAACAAGTTCTTGCCTGGA
<i>ILV5</i> ORF	reverse	GAGAGACAACGGTTTGAACG
<i>LACZ</i> ORF	forward	GCTGGTCACTTCGATGGTTT
<i>LACZ</i> ORF	reverse	TTGGCGGTTTCGCTAAATAC
<i>MYO4</i> ORF	forward	CATTCTCATGGCGCTTTGTA
<i>MYO4</i> ORF	reverse	ATGGCGGCAGTAATTATCCA
<i>PDC1</i> ORF	forward	GGCAATACCGTTCAAAGCAG
<i>PDC1</i> ORF	reverse	CTTACGCCGCTGATGGTTAC
<i>POL1</i> ORF	forward	CGTTGGATTCAACGATACCT
<i>POL1</i> ORF	reverse	TGCCAGTGCAGCTAAACCTA
<i>RHR2</i> ORF	forward	AAGTTCGCTCCAGACTTTGC
<i>RHR2</i> ORF	reverse	CAACTTGACAGCACCTGGAA
<i>RTC3</i> ORF	forward	CAAGCCAATGTTCTTTAAACTCAA
<i>RTC3</i> ORF	reverse	TTTTGTGTATGCGATGGTTTTTC
<i>RTC3</i> promoter	forward	AAGATTTCCTGTCGCTAT
<i>RTC3</i> promoter	reverse	GGAGAAGAGACACGGAGTAGGA
<i>STL1</i> ORF	forward	CAGTCACTGGGGACTTACGG
<i>STL1</i> ORF	reverse	AGACTTGCCATCAACCCTTG
<i>STL1</i> promoter	forward	CCGTTGTCCCACTATTCCAC
<i>STL1</i> promoter	reverse	AGGACAAAGTCGGACCCTTC
sub-telomeric region	forward	CCCAGGTACGAAACGCTAAG
sub-telomeric region	reverse	ATAAGGTTGTCGACGGTTGTC
<i>TDH3</i> ORF	forward	AAGAACCCCATGGCAAGTTA
<i>TDH3</i> ORF	reverse	CTGGTGAAGTTTCCACGAT

Table S3 List of genes with Sko1, Hot1 and Hog1 present in regulatory regions.

gene	ORF
ALD6	YPL061W
CTT1	YGR088C
FAA1	YOR317W
FMP43	YGR243W
FMP45	YDL222C
FMP48	YGR052W
GPD1	YDL022W
GRE2	YOL151W
HOR2	YER062C
HOR7	YMR251W-A
HSP12	YFL014W
HXT1	YHR094C
NCE102	YPR149W
PIL1	YGR086C
PRM10	YJL108C
RHR2	YIL053W
RTC3	YHR087W
SCM4	YGR049W
STL1	YDR536W
YJL107C	YJL107C

List of genes with Sko1, Hot1 and Hog1 present in regulatory regions. Promoters were designated as Sko1, Hot1 and Hog1 bound if Hog1 is enriched in the promoter and Sko1 and Hot1 binding peaks in regulatory regions are observed by ChIP-seq.

Files S3 and S4

Supporting Data

Available for download as Excel files at <http://www.g3journal.org/lookup/suppl/doi:10.1534/g3.112.003251/-/DC1>.

File S3 RNA Pol II and Hog1 occupancy data from ChIP-seq. Occupancy data for RNA Pol II, measured by Rpb3 ChIP-seq, in wild-type, *Δhog1*, and *Δsko1Δhot1* strains in the presence and absence of stress, and occupancy data for Hog1, measured by ChIP-seq, in wild-type and *Δsko1Δhot1* strains in the presence and absence of stress. 

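GPD1 shows what the values of the ORF table are: 864000 in the stressed Rpb3 library and 25300 in the stressed input, where the median ORF has 7140 and 10200. Each value is given to 3 significant digits. The supplement states that tags were extended but not whether this came before summing. If it did, the value counts covered bases per kilobase, scaled to the total of the library. The table has 6334 entries, of which 4 share an ORF name and were left out here, and 5807 of the 6330 names were matched to a gene symbol in the R64 reference. The 28 ORFs occupied by Hog1 are marked in it.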

Values listed in table are the number of sequencing reads that align within each ORF, expressed in reads per kilobase per million (RPKM). Where two ORFs overlap, we exclude the overlapping portion from analysis and adjust the ORF length accordingly.

File S4 Motifs for stress-induced binding of Sko1 and Hot1. File contains a position specific scoring matrix (PSSM) for Sko1 and Hot1 stress-induced binding, and a list of high-scoring ($P < 0.01$) matches to each motif.

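STL1 has predicted Hot1 sites at 1507304 and 1507321 and a Sko1 site at 1507313 on chromosome 4, upstream of its ORF. The list holds 26 Hot1 entries near 17 genes and 20 Sko1 entries near 13 genes, and 10 genes have both. Entries name a gene, whether the site is in the promoter or downstream, a chromosome, a position and a p-value of the motif match. Of the 46 entries 2 have a p-value above 0.01, and 1 entry of HOR7 gives another chromosome than the rest of that gene. The list does not name the assembly of its positions.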

LITERATURE CITED

- BARASH, Y., G. ELIDAN, T. KAPLAN and N. FRIEDMAN, 2005 CIS: compound importance sampling method for protein-DNA binding site p-value estimation. *Bioinformatics* 21: 596-600.
- CAPALDI, A. P., T. KAPLAN, Y. LIU, N. HABIB, A. REGEV *et al.*, 2008 Structure and function of a transcriptional network activated by the MAPK Hog1. *Nature genetics* 40: 1300-1306.
- FORDYCE, P. M., D. GERBER, D. TRAN, J. ZHENG, H. LI *et al.*, 2010 De novo identification and biophysical characterization of transcription-factor binding sites with microfluidic affinity analysis. *Nature biotechnology* 28: 970-975.
- HARBISON, C. T., D. B. GORDON, T. I. LEE, N. J. RINALDI, K. D. MACISAAC *et al.*, 2004 Transcriptional regulatory code of a eukaryotic genome. *Nature* 431: 99-104.
- JOHNSON, D. S., A. MORTAZAVI, R. M. MYERS and B. WOLD, 2007 Genome-wide mapping of in vivo protein-DNA interactions. *Science* 316: 1497-1502.
- MILLER, C., B. SCHWALB, K. MAIER, D. SCHULZ, S. DUMCKE *et al.*, 2011 Dynamic transcriptome analysis measures rates of mRNA synthesis and decay in yeast. *Molecular systems biology* 7: 458.
- NEHLIN, J. O., M. CARLBERG and H. RONNE, 1992 Yeast SKO1 gene encodes a bZIP protein that binds to the CRE motif and acts as a repressor of transcription. *Nucleic acids research* 20: 5271-5278.
- POKHOLOK, D. K., J. ZEITLINGER, N. M. HANNETT, D. B. REYNOLDS and R. A. YOUNG, 2006 Activated signal transduction kinases frequently occupy target genes. *Science* 313: 533-536.
- PROFT, M., and K. STRUHL, 2002 Hog1 kinase converts the Sko1-Cyc8-Tup1 repressor complex into an activator that recruits SAGA and SWI/SNF in response to osmotic stress. *Molecular cell* 9: 1307-1317.
- ROBERTSON, G., M. HIRST, M. BAINBRIDGE, M. BILENKY, Y. ZHAO *et al.*, 2007 Genome-wide profiles of STAT1 DNA association using chromatin immunoprecipitation and massively parallel sequencing. *Nature methods* 4: 651-657.
- TSANKOV, A. M., D. A. THOMPSON, A. SOCHA, A. REGEV and O. J. RANDO, 2010 The role of nucleosome positioning in the evolution of gene regulation. *PLoS biology* 8: e1000414.

# Supplementary material for: Hog1 Controls Global Reallocation of RNA Pol II upon Osmotic Shock in Saccharomyces cerevisiae
**Source:** G3 (Bethesda). 2012 Sep 1;2(9):1129–36. doi: 10.1534/g3.112.003251
**Supplement:** Supporting Information

Supporting Materials and Methods

Chromatin Immunoprecipitation

ChIP-seq and ChIP-qPCR experiments were conducted as described previously (CAPALDI *et al.* 2008; JOHNSON *et al.* 2007; ROBERTSON *et al.* 2007). Cells were diluted from an overnight culture to an OD₆₀₀ of 0.1. Cells were grown at 30° C in YEPD, with shaking, to OD₆₀₀ of 0.6. Cultures were split for stress treatment and mock treatment. For stress treatment, YEPD supplemented with KCl was added to ~120 OD units of culture, bringing the final concentration of KCl to 0.4 M; for mock treated cells, the same volume of YEPD was added to cultures. After five minutes in stress, samples were crosslinked with 1% formaldehyde at room temperature for 15 minutes. Crosslinking was quenched with 125 mM glycine for five minutes, and then samples were harvested by centrifugation, washed twice in cold PBS (137 mM NaCl, 2.7 mM KCl, 10 mM sodium phosphate dibasic, 2 mM potassium phosphate monobasic, pH 7.4) and then snap-frozen in liquid nitrogen. Samples were resuspended in 1 mL lysis buffer (50 mM HEPES pH 7.5, 140 mM NaCl, 1 mM EDTA, 1% Triton-X 100, 0.1% Na Deoxycholate) in the presence of protease inhibitors (Roche; Complete) and mechanically lysed by bead beading. Lysates were sonicated (9 cycles of 15 seconds each, power 2 on Misonix 3000) to solubilize chromatin and then clarified by centrifugation. Ten percent of the clarified lysate was reserved to serve as an input control. Clarified lysates (~10 mg for ChIP-seq, ~ 2.5 mg for ChIP qPCR) were incubated with 12CA5 anti-HA antibody, for 2 hours at 4° C before addition of Protein G Dynabeads (Invitrogen). After incubation for 4 hours up to overnight, beads were washed twice with lysis buffer, once with high salt buffer (50 mM HEPES pH 7.5, 500 mM NaCl, 1 mM EDTA, 1% Triton-X 100, 0.1% Na Deoxycholate), once with lysis buffer and once with TE (10 mM Tris, 1 mM EDTA, pH 8). All washes were performed at room temperature for five minutes each, on an end-over-end mixer. Samples were eluted from beads in TE plus 0.67% SDS at 65° C for 30 minutes. Supernatants were removed from beads and incubated overnight at 65° C to break crosslinks. DNA was isolated by digestion of RNA with RNase A for 2 hours at 37° C, protein digestion with Proteinase K for 2 hours at 55° C, and purified by phenol chloroform extraction and precipitation with ethanol and NaCl. DNA pellets were stored in TE.

For ChIP-seq, ~ 10 ng IP material was used to generate each library, following the Illumina protocol for their paired end DNA sample prep kit (v1). After addition of adaptors, DNA in a size range of 175-300 base pairs was isolated by gel electrophoresis for amplification. Size ranges of prepared libraries were measured on an Agilent Bioanalyzer (average size 225 base pairs) before sequencing on an Illumina Genome Analyzer II (performed by Christian Daly at the FAS Center for Systems Biology Core Facility). Thirty-six base reads were obtained and aligned to the *Saccharomyces cerevisiae* genome using ELAND (Jianwen Zhang performed the alignments). For Hog1 and transcription factor ChIP-seq samples, five million to ten million

reads were obtained. Uniquely alignable sequence tags were mapped to the genome and extended by the average length of the library (minus the adaptor length) in MATLAB. For ChIP-qPCR, samples were analyzed on an MX3000p qPCR machine (Stratagene) using primers that amplify a ~ 100 base pair region surrounding the center of observed binding peaks, or an ~300 base pair region in the coding sequence of the ORF. The sequences of these qPCR primers are listed in Supplemental Table S2.

Identification of stress-induced and pre-stress bound Sko1 binding peaks

Sko1 binding peaks were classified as pre-stress bound if they: 1) show enrichment in control (no stress) conditions; and 2) this enrichment is reduced in stress. Peaks are classified as stress-induced if their enrichment value is higher in stress than in control conditions. Of the top 100 peaks that were identified and classified, the median pre-stress bound peak showed a 60% decrease in binding upon stress, with a standard deviation of 18%. 

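The highest Sko1 peak by enrichment lies on chromosome 4 in both treatments, from 449543 to 450061 without stress (50.8) and from 449558 to 450061 in osmotic shock (46.7). Of the 100 highest Sko1 peaks of mock-treated cells, 98 overlap a Sko1 peak in osmotic shock, and 75 overlap one of the 100 highest there. A difference in enrichment between the treatments was not computed, because the lists do not say how enrichment was scaled. At NCE102, an eisosome gene, the peak ranked 295 without stress and 92 in osmotic shock, in lists of different lengths.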

For motif analysis, we searched only those peaks from the top 100 most enriched that are located within 1000 base pairs of a transcription start site (56/100 peaks met this criteria). If multiple peaks in the same promoter could be distinguished, both were included in the analysis.

Promoter scan with Sko1 position weight matrix

Scans of promoter regions for high scoring matches to a position weight matrix were performed using the TestMOTIF software program (BARASH *et al.* 2005), using motifs and parameters as described by Tsankov *et al.* (TSANKOV *et al.* 2010). Promoters were defined as 600 base pairs upstream of each open reading frame. (Binding peaks more than 600 base pairs away from a transcription start site were excluded from this analysis.)

Designation of Sko1, Hot1 and Hog1 bound genes

Promoters were designated as Sko1, Hot1 and Hog1 bound (Figure 4, and listed in Table S3) if Hog1 is enriched in that promoter (defined by mock-subtracted Hog1 ChIP signal divided by input for the region 1000 bp upstream of each ORF; promoters are designated as enriched if this value is three standard deviations about the genome-wide median), and Sko1 and Hot1 binding peaks are observed by ChIP-seq. Data from Hot1 ChIP with two different tags was combined to determine Hot1 binding: our genome localization data for HA-tagged Hot1 was determined by ChIP-seq, and previously published ChIP-chip results for TAP-tagged Hot1 (CAPALDI *et al.* 2008) was also used as a criteria to identify additional Hot1 bound regions. Both tagged strains show mild to moderate expression defects at some Hot1-regulated genes, suggesting that the tags may affect Hot1 binding or activity (data not shown). For this reason, promoters that display Hot1 binding in either of the two tagged strains are counted as Hot1 bound (CAPALDI *et al.* 2008). Two genes (*SCM4* and *HOR2*) with Sko1 and Hot1 binding peaks immediately downstream of the ORF, rather than upstream, are included in the Sko1/Hot1 bound group.

# Supplementary material for: Hog1 Controls Global Reallocation of RNA Pol II upon Osmotic Shock in Saccharomyces cerevisiae
**Source:** G3 (Bethesda). 2012 Sep 1;2(9):1129–36. doi: 10.1534/g3.112.003251
**Supplement:** Supporting Information

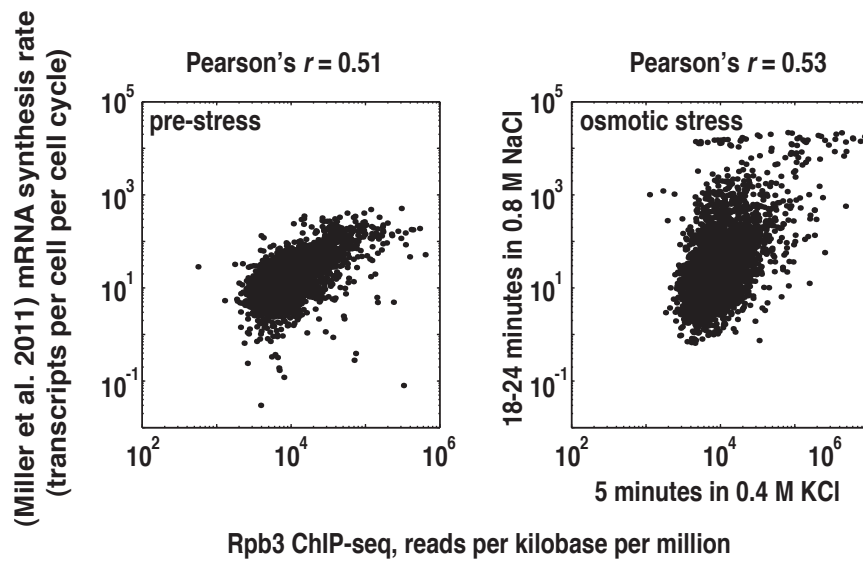

Figure S1 Comparison RNA Pol II occupancy data from this study to data from Miller et al., 2011. (A) Matrix of correlation coefficients between RNA Pol II occupancy measurements obtained in this study to mRNA synthesis rates measured previously (MILLER *et al.* 2011). RNA Pol II occupancy by ChIP-seq in the presence (labeled S) or absence (labeled NS) of osmotic shock, induced by In this study, mRNA synthesis rates were measured in six minute windows by Miller et al. upon induction of osmotic shock by 0.8 M NaCl. (B) Scatter plot comparing RNA Pol II occupancy measurements obtained in this study to mRNA synthesis rates measures by Miller et al., 2011 in the absence of stress (left panel) or upon osmotic shock (right panel; timepoints with the highest correlation are plotted.)

# Supplementary material for: Hog1 Controls Global Reallocation of RNA Pol II upon Osmotic Shock in Saccharomyces cerevisiae
**Source:** G3 (Bethesda). 2012 Sep 1;2(9):1129–36. doi: 10.1534/g3.112.003251
**Supplement:** Supporting Information

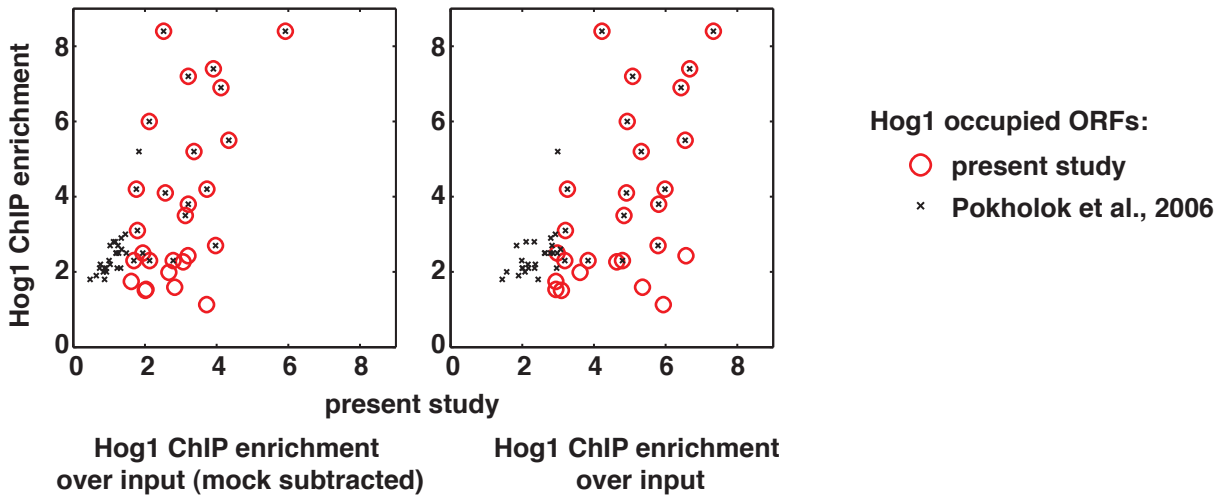

Figure S3 Comparison of Hog1 ORF occupancy data to previous work. Hog1 occupancy measured by ChIP-seq from the present study (osmotic shock was induced with 0.4 M KCl for five minutes; quantities plotted are: mock-subtracted enrichment over input, left panel; or enrichment over input, right panel) plotted against Hog1 occupancy measured by enrichment over input in ChIP-chip (Pokholok *et al.* 2006) during osmotic shock induced by 0.4 M NaCl for five minutes. Each point represents one ORF, and ORFs plotted are those designated as Hog1 occupied by either study.

# Supplementary material for: Hog1 Controls Global Reallocation of RNA Pol II upon Osmotic Shock in Saccharomyces cerevisiae
**Source:** G3 (Bethesda). 2012 Sep 1;2(9):1129–36. doi: 10.1534/g3.112.003251
**Supplement:** Supporting Information

Table S1 List of strains used in this study

Strain number	genotype
EY0690	<i>S. cerevisiae</i> W303
EY2050	<i>S. cerevisiae</i> W303, <i>ade2::ADE2-P_{MYO2}-rtTA(S2)</i>
EY2281	<i>S. cerevisiae</i> W303, <i>SKO1::3HA-SKO1</i>
EY2290	<i>S. cerevisiae</i> W303, <i>Dhog1::HIS3</i>
EY2303	<i>S. cerevisiae</i> W303, <i>3HA-SKO1, Dhog1::HIS3</i>
EY2727	<i>S. cerevisiae</i> W303, <i>HOG1::HOG1-3HA(HIS3)</i>
EY2728	<i>S. cerevisiae</i> W303, <i>HOG1::HOG1-3HA(HIS3), Dsko1::LEU2, Dsko1::LEU2, Dhot1::URA3</i>
EY2735	<i>S. cerevisiae</i> W303, <i>Dhog1::HIS3, ade2::ADE2-P_{MYO2}-rtTA(S2)</i>
EY2729	<i>S. cerevisiae</i> W303, <i>HOT1::HOT1-3HA(HIS3)</i>
EY2730	<i>S. cerevisiae</i> W303, <i>SKO1::3HA-sko1-S108A, T113A, S126A</i>
EB2054	<i>E. coli</i> DH5a, contains P _{TET^o} -LACZ in YCp50 plasmid, <i>URA3</i>
EB2055	<i>E. coli</i> DH5a, contains P _{CYC1} -LACZ in pCM173 plasmid, <i>TRP1</i>
EB2056	<i>E. coli</i> DH5a, contains P _{GPD1} -LACZ in pCM173 plasmid, <i>TRP1</i>
EB2057	<i>E. coli</i> DH5a, contains P _{STL1} -LACZ in pCM173 plasmid, <i>TRP1</i>

# Supplementary material for: Hog1 Controls Global Reallocation of RNA Pol II upon Osmotic Shock in Saccharomyces cerevisiae
**Source:** G3 (Bethesda). 2012 Sep 1;2(9):1129–36. doi: 10.1534/g3.112.003251
**Supplement:** Supporting Information

Table S2 List of primers used for ChIP-qPCR

target	direction	sequence
<i>ACT1</i> ORF	forward	GCCTTCTACGTTTCCATCCA
<i>ACT1</i> ORF	reverse	AGCGGTTTGCAATTTCTTGTT
<i>ADH1</i> ORF	forward	CAACAATACGCTACCGCTGA
<i>ADH1</i> ORF	reverse	ACGGTGATACCAGCACACAA
<i>GPD1</i> ORF	forward	GTTGTGGTTTCGTCGAAGGT
<i>GPD1</i> ORF	reverse	TTAAACCTTGAGCGGATTGG
<i>ILV5</i> ORF	forward	TGAACAAGTTCTTGCCTGGA
<i>ILV5</i> ORF	reverse	GAGAGACAACGGTTTGAACG
<i>LACZ</i> ORF	forward	GCTGGTCACTTCGATGGTTT
<i>LACZ</i> ORF	reverse	TTGGCGGTTTCGCTAAATAC
<i>MYO4</i> ORF	forward	CATTCTCATGGCGCTTTGTA
<i>MYO4</i> ORF	reverse	ATGGCGGCAGTAATTATCCA
<i>PDC1</i> ORF	forward	GGCAATACCGTTCAAAGCAG
<i>PDC1</i> ORF	reverse	CTTACGCCGCTGATGGTTAC
<i>POL1</i> ORF	forward	CGTTGGATTCAACGATACCT
<i>POL1</i> ORF	reverse	TGCCAGTGCAGCTAAACCTA
<i>RHR2</i> ORF	forward	AAGTTCGCTCCAGACTTTGC
<i>RHR2</i> ORF	reverse	CAACTTGACAGCACCTGGAA
<i>RTC3</i> ORF	forward	CAAGCCAATGTTCTTTAAACTCAA
<i>RTC3</i> ORF	reverse	TTTTGTGTATGCGATGGTTTTTC
<i>RTC3</i> promoter	forward	AAGATTTCCTGTCGCTAT
<i>RTC3</i> promoter	reverse	GGAGAAGAGACACGGAGTAGGA
<i>STL1</i> ORF	forward	CAGTCACTGGGGACTTACGG
<i>STL1</i> ORF	reverse	AGACTTGCCATCAACCCTTG
<i>STL1</i> promoter	forward	CCGTTGTCCCACTATTCCAC
<i>STL1</i> promoter	reverse	AGGACAAAGTCGGACCCTTC
sub-telomeric region	forward	CCCAGGTACGAAACGCTAAG
sub-telomeric region	reverse	ATAAGGTTGTCGACGGTTGTC
<i>TDH3</i> ORF	forward	AAGAACCCCATGGCAAGTTA
<i>TDH3</i> ORF	reverse	CTGGTGAAGTTTCCACGAT

# Supplementary material for: Hog1 Controls Global Reallocation of RNA Pol II upon Osmotic Shock in Saccharomyces cerevisiae
**Source:** G3 (Bethesda). 2012 Sep 1;2(9):1129–36. doi: 10.1534/g3.112.003251
**Supplement:** Supporting Information

**Table S3** List of genes with Sko1, Hot1 and Hog1 present in regulatory regions.

| gene    | ORF       |
|---------|-----------|
| ALD6    | YPL061W   |
| CTT1    | YGR088C   |
| FAA1    | YOR317W   |
| FMP43   | YGR243W   |
| FMP45   | YDL222C   |
| FMP48   | YGR052W   |
| GPD1    | YDL022W   |
| GRE2    | YOL151W   |
| HOR2    | YER062C   |
| HOR7    | YMR251W-A |
| HSP12   | YFL014W   |
| HXT1    | YHR094C   |
| NCE102  | YPR149W   |
| PIL1    | YGR086C   |
| PRM10   | YJL108C   |
| RHR2    | YIL053W   |
| RTC3    | YHR087W   |
| SCM4    | YGR049W   |
| STL1    | YDR536W   |
| YJL107C | YJL107C   |

List of genes with Sko1, Hot1 and Hog1 present in regulatory regions. Promoters were designated as Sko1, Hot1 and Hog1 bound if Hog1 is enriched in the promoter and Sko1 and Hot1 binding peaks in regulatory regions are observed by ChIP-seq.

How the deposited data were processed for this re-analysis (not part of the article)

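Yeast cells were mock-treated or exposed to 0.4 M KCl for 5 min, and the values of 17 ChIP-seq libraries were used, 1 per condition: Rpb3 in wild type, Δhog1 and Δsko1Δhot1, Hog1 in wild type and Δsko1Δhot1, a mock IP and an input in wild type, Sko1, and Hot1 in osmotic shock only. Rpb3 was precipitated untagged, and Hog1, Sko1 and Hot1 through an HA tag. Samples were grouped by their labels alone.

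The authors deposited a table of ORFs, a table of promoters (1000 bp upstream) and a table of downstream regions (50 to 500 bp), with a coverage signal per region that they name RPKM, scaled to the length of the region and the total of the library. Reads were aligned with Bowtie to sacCer2 according to the submitters' processing notes and with ELAND according to the supplement, and neither names a version. Unique tags were extended by the average fragment length in MATLAB, and the signal is taken here as a sum of covered bases, which is an inference, since the legend of the table speaks of reads. Parts of ORFs that overlap another ORF were left out by the authors. For Sko1 and Hot1 the authors deposited peaks called with an implementation of PeakSeq on single libraries. Each peak has a height as a signal in overlapping tags, an enrichment as a ratio of IP to input, a p-value, and an adjusted value that exceeds 1 and was therefore treated as a score. The deposited lists do not mark the peaks kept by the screen in the methods, and do not say how the ratio was scaled, so that it served only to rank peaks within a list. The deposited p-value and score were not used to select peaks.

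Of 6334 ORF entries, 4 that share one name were left out, and of the 6330 others the 5% with the lowest input were left out as in the methods, which left 6013. The promoter and downstream tables hold 6609 regions each. Gene names came from the tables and from the R64 reference, which matched 5807 ORFs. That reference was used only for names and for which genes are neighbours. Log2 folds were computed as osmotic shock over mock-treated signal with 989 added to both, which is 0.1 times the median input, and the fold is understated at low signal. A change was counted from 2-fold on. Where input was subtracted for a fold or a share, values below input were set to 0. For a fold 989 was then added, so ORFs near input can count as changed by a small move. No p-value was computed for a change, because there is 1 library per condition: values, folds and counts past a fixed size describe these libraries. Read totals are not given per library: the supplement gives a range for the Hog1 and transcription factor samples as a whole and none for Rpb3, so no interval for counting error was given for any value. Correlations are across ORFs, which are not independent replicates. Comparisons in the deletion strains share the input and mock IP libraries of wild type, and no strain shares an Rpb3 library with another. Division by input, or its subtraction, can therefore carry a change of wild-type input into the values of the deletion strains.

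The 22 gene lists were fixed before the data were examined, as were the other choices except where a choice is said to be made later. They are glycerol metabolism, general stress genes, trehalose and glycogen, heat shock chaperones, glycolysis and fermentation, cytosolic ribosomal proteins, ribosome biogenesis and translation factors. Others are amino acid synthesis, hexose transporters, eisosomes, mating, respiratory chain and ATP synthase, histones, ion transport and its regulation, ergosterol synthesis and proteasome. The rest are deletion and marker loci, ORFs with qPCR primers (ACT1, POL1 and MYO4), genes named in the text, the genes of Table S3 and the 28 Hog1-occupied ORFs. The study chose the last 2 on the Hog1, mock IP and input libraries, and those of Table S3 also on Sko1 and Hot1 peaks, but not on Rpb3. List members absent from the ORF table or left out by the input filter were not tested. Each list's median was placed among 10000 random lists of its tested size, matched on mean Rpb3 signal in 20 bins. Genes were named by a rule: the 10 largest rises and the 10 largest falls of Rpb3 in wild type, the 5 ORFs with the highest Rpb3 in each library, genes named in the text, in Table S3 or among the 28, up to 4 members of each list with the largest change, ORFs called here but not in the study, and the deletion and marker loci. The values of the 28 ORFs in the supplement had been seen when this rule was written, and genes named outside it were chosen after their values were seen. The part of the rule on the 5 highest ORFs was written for Rpb3 but applied to the signal of every library of ORFs.

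Hog1 enrichment is Hog1 minus mock IP signal, divided by input, and the criteria for an occupied ORF were those of the methods. The columns of the promoter and downstream tables were read as headed, and another reading of the heads was chosen after the data were seen. In simulated libraries with noise of 0.2 on the log2 scale, 100 of 100 ORFs raised 4-fold, 100 of 100 lowered 4-fold and 30 of 30 Hog1-occupied ORFs raised 5-fold were recovered. The planted changes lay well past the cutoffs and the noise was assumed. The simulated mock IP followed the input, so recovery checks the computation only. Under other settings a count was taken as unchanged within 1.5 times, and a value when equal at 2 significant digits. Values read from figures were compared within 0.1 for a correlation colour and 0.3 for an enrichment axis, set after the data were seen. Peaks were not assigned to promoters, because no annotation of sacCer2 was at hand: the planned counts of Sko1 and Hot1 at promoters, Hog1 at Sko1 peaks and a share weighted by length were not run. The predicted Sko1 and Hot1 sites of the supplement, which names no assembly, were set against the peaks instead. The qPCR experiments, the list of HOG pathway genes not occupied by Hog1 and Hot1 in mock-treated cells were not analysed here. The computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.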

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

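The tests of the mock IP and of the column heads, and that of the median over the ORFs that fell in wild type, were chosen after the results were seen, as was that of alignment rules, while the mixing test of the Δhog1 libraries was planned before them.

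Of 26 mating genes, 12 rose at least 2-fold in Δhog1 cells under osmotic shock and 1, PRM10 (3.74), in wild type. Their median log2 fold was -0.22 in wild type and 0.85 in Δhog1, with AGA1 at 2.42, FUS3 at 1.95 and FUS1 at 1.87 in Δhog1. The 24 ergosterol synthesis genes had a median of -0.22 in wild type and 0.47 in Δhog1, where all 24 lay above 0, and the 16 glycolytic genes of -0.57 and 0.33. The medians of these 3 lists have opposite signs in the 2 strains, under each scaling tried. Among matched random lists, mating genes lay at percentile 1.2 in wild type and 100 in Δhog1, ergosterol genes at 36.7 and 99.8, and glycolytic genes at 27.7 and 76.6, so that the glycolytic medians are not unusual for their signal in either strain. The difference between strains was not tested, because each strain has 1 library per treatment. Heat shock chaperones, which the paper does not discuss, had a median of 0.79 in wild type (percentile 99.9) and of 0.72 in Δhog1 (percentile 100), with 7 and 3 of 17 at least 2-fold higher, so their rise is not particular to Δhog1. There HSP82 had 1.23, SIS1 1.16 and HSP104 1.06.

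HXT1 had a log2 fold of Rpb3 of 3.12 in wild type and -0.96 in Δsko1Δhot1, and RHR2 of 1.79 and -2.17. These opposite directions were not tested either.

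The HOG1 ORF had a Hog1 ChIP signal of 118000 in mock-treated wild-type cells, the highest of that library, against 7270 in the mock IP and 17800 in Hog1 ChIP of mock-treated Δsko1Δhot1 cells. GET2 had 401000 in Hog1 ChIP of stressed Δsko1Δhot1 cells, against 34600 in mock-treated cells of that strain and 16500 in stressed wild type. YLR162W, beside a 5S rRNA gene, had 176000 in the mock-treated mock IP and 146000 in the stressed one, where the inputs had 4210 and 5570, and 84700 and 78400 in the Δhog1 Rpb3 libraries. The filter on input leaves it out. The tallest peak of the stressed Sko1 list has a height of 65594, on chromosome 7 from 955967 to 956340, and 0 peaks overlap it in the mock-treated Sko1 list or in the Hot1 list. No explanation of these 4 signals was tested.

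Fewer ORFs changed 2-fold in Δhog1 (66) than in wild type (735), and the Δhog1 libraries have a smaller range. With input subtracted the counts were 580 and 1473, with 487 and 506 higher and 93 and 967 lower. The gap narrows in these counts and is gone among the rises. Values below input were set to 0 before 989 was added, so a move from below input to 989 above it counts as 2-fold. With input subtracted, the 270 and 465 ORFs that rose and fell in wild type each had a median log2 fold of 0 in Δhog1. These counts therefore do not show that as many ORFs rise without Hog1. Uniform background of 40.1% was mixed into wild type, until its 99th percentile over the median fell from 12.6 to 6.49, the Δhog1 value, and 339 ORFs still changed, 5.14 times as many as in Δhog1. The 465 ORFs that fell in wild type had a median of -0.031 in Δhog1, with 212 above 0. In the mixed wild type they had -0.88, with 0% above 0. They were chosen on these same wild-type libraries, so their values in the mixed wild type were largely fixed in advance. The 270 ORFs that rose in wild type did not make up the rises seen in Δhog1 with input subtracted, where 37 of them rose. The count of 339 argues against a smaller range, shared alike by both treatments, as the whole cause. The mixing used the same share of background in both treatments, fitted to the mock-treated library. In Δhog1 the 99th percentile over the median, taken over all 6330 ORFs, was 6.44 in mock-treated and 8.33 in stressed cells. The mixing therefore cannot decide about background that differs between the treatments. The Δhog1 libraries may follow other alignment rules for repeated sequence, since few of their ORFs lie below 1000 (2 and 3, against 106 and 99 in wild type) and YLR162W had 84700 against 10300 in mock-treated cells. As the whole cause such rules are argued against: among the 3010 ORFs with input at or above the median, which repeated sequence would lower, 475 changed in wild type and 36 in Δhog1, 13.2 times as many. A planned comparison with and without the filter on low input adds too few ORFs to decide. A biological effect of losing Hog1 remains a hypothesis that these libraries may reflect, with no replicate among them to test it. By qPCR with biological replicates, not analysed here, the paper reports less depletion at LACZ and ADH1 without Hog1. It also reports a defect in recruitment to RTC3.

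The mock IP, which has no tagged target, rose at the 28 Hog1-occupied ORFs in osmotic shock, with a median log2 fold of 1.61. Carry-over of Hog1 reads is argued against: a share of 36.1%, fitted on the 28 ORFs, predicts 38065 at the HOG1 ORF, and 9860 was found. Carry-over of Rpb3 reads stays open, since the mock IP excess per Rpb3 signal at 73 other strongly occupied ORFs was 0.902 times that at the 28. Recovery of strongly transcribed chromatin whatever the antibody stays open as well, since the mock IP changed by a median of -0.40 at 174 ORFs that lost Rpb3 from a high level. The last 2 explanations were not separated, and either may also add to the Hog1 signal.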

How the results depend on the processing

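Of 335 values under alternative settings, 59 were unchanged, 258 moved and 18 changed sign, and the cause was not tested. The reading with exchanged heads, the control with the ratio kept, the File S4 positions and the overlap of the highest Sko1 peaks were chosen after seeing the data, and the other settings were planned. No paired analysis was possible because each condition has 1 library. Read totals are not given per library, so what depth limits was not tested. The planned counts of peaks at promoters and the share weighted by length were not run.

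In each setting more ORFs fell than rose in wild type, and fewer changed in Δhog1 than in wild type. With input subtracted, 506 rose and 967 fell in wild type, 487 and 93 in Δhog1, and 782 and 974 in Δsko1Δhot1. At 3-fold or more, 130 and 170, 9 and 1, and 178 and 201 did so. With a pseudocount of 0.5 times the median input 275 fell in wild type, 30 rose and 2 fell in Δhog1, and 277 fell in Δsko1Δhot1. Divided by input, 7 fell in Δhog1. The other 19 counts, without the filter, centred, divided by input or with the larger pseudocount, lay within 1.5 times. In Δsko1Δhot1, 395 fell and 437 rose when centred on the median.

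The Rpb3 correlation between treatments was 0.694, 0.922 and 0.565 in wild type, Δhog1 and Δsko1Δhot1 on a log2 scale, and 0.741, 0.896 and 0.620 as Spearman's rho. Without the 28 ORFs it was 0.606 in wild type and 0.398 in Δsko1Δhot1, and without the filter 0.418 and 0.381. With input subtracted, the 28 ORFs held 1.59% and 27.6% of Rpb3 signal in mock-treated and stressed wild type, 1.25% and 1.25% in Δhog1, and 2.65% and 12.7% in Δsko1Δhot1, and the highest 5% of ORFs held 67.4% and 39.1%, 72.5% and 65.1%, and 60.9% and 27.1%. Without the filter the 28 held 0.934% in mock-treated wild type, 0.574% and 0.699% in Δhog1 and 5.00% in stressed Δsko1Δhot1, and the highest 5% held 31.4% and 19.4% in wild type and 19.0% and 21.7% in Δhog1. The 95th percentile was 34100 and 27700 with input not subtracted, and 23322 in mock-treated cells without the filter. Rpb3 over input at the 28 was 16.1 with input subtracted, 20.3 with the mean of both inputs and 18.9 as a mean.

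Hog1-occupied ORFs numbered 53 at 2 standard deviations, 123 with the median absolute deviation, 0 without the filter on low input and 7 with Hog1 over mock IP, and 0 and 4 of the study's 28 were among them under the last 2. Why none pass without the filter was not tested. In the control without stress 17, 11, 0 and 0 passed under these 4 settings, 1 at 4 standard deviations, 10 without mock subtraction, 11 without the ratio criterion and 0 with the ratio of stressed to unstressed signal kept. Of promoters 1 passed at 2 standard deviations, 1 with the median absolute deviation and 23 with heads exchanged, and of 3′ regions 2, 2 and 20.

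Median Hog1 enrichment at the 28 without mock subtraction was 4.88 in ORFs of wild type and 1.71 in Δsko1Δhot1, 0.16 and 0.22 in promoters and 0.35 and 0.24 in 3′ regions. With the mock-treated mock IP it was 4.39 and 1.26, -0.041 and 0.0052, and 0.14 and 0.021. As a mean it was 2.91 and 0.11 in ORFs, -0.043 and 0.029 in promoters, and 0.035 in 3′ regions of Δsko1Δhot1. With heads exchanged it was 4.39 and 0.35 in promoters and 2.83 and -0.32 in 3′ regions. The correlation of Hog1 with Rpb3 in stress and without it was 0.813 and 0.787 on a log2 scale, 0.764 and 0.766 as Spearman's rho, 0.705 and 0.426 with mock IP subtracted, and 0.643 and 0.643 without the 28 ORFs. The mock IP change divided by input was 1.2 at the 28 and 0.00092 at other ORFs, and at other ORFs it was -0.0021 when centred. Of the highest 50 Sko1 peaks 64.0% and of the highest 200 74.5% were among the highest in stress.

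Centred on the median of all ORFs, list medians in wild type, Δhog1 and Δsko1Δhot1 were 0.85, 0.17 and 0.47 for glycerol metabolism, 2.18, 0.031 and 2.30 for general stress genes, 1.76, -0.11 and 2.50 for trehalose and glycogen, and 0.75, 0.77 and 1.51 for heat shock chaperones. The next lists had -0.61, 0.37 and -0.62 for glycolysis and fermentation, -1.80, 0.085 and -1.90 for ribosomal proteins, -1.39, -0.20 and -1.37 for ribosome biogenesis, and -0.86, 0.039 and -0.58 for translation factors. Medians were -0.76, 0.13 and -0.48 for amino acid biosynthesis, 0.13, -0.27 and 0.13 for hexose transporters, 0.89, 0.18 and 1.13 for eisosomes, and -0.26, 0.90 and 0.0059 for mating pathway. Further medians were 0.21, 0.16 and 0.57 for the respiratory chain, 0.11, 0.28 and 0.56 for histones, -0.055, 0.050 and 0.033 for ion transport, and -0.26, 0.52 and 0.18 for ergosterol biosynthesis. The last had 0.21, 0.30 and 0.35 for proteasome, 0.43, 0.49 and 0.033 for genes named in the text, 4.32, 0.071 and 2.42 for Table S3 genes, and 3.90, 0.14 and 2.66 for the 28 Hog1-occupied ORFs.

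Divided by input, list medians in the same order were 0.75, -0.13 and 0.23 for glycerol metabolism, 1.89, -0.26 and 1.88 for general stress genes, 1.58, -0.26 and 2.18 for trehalose and glycogen, and 0.67, 0.60 and 1.31 for heat shock chaperones. The next lists had -0.38, 0.33 and -0.81 for glycolysis and fermentation, -1.53, 0.27 and -1.80 for ribosomal proteins, -1.33, -0.24 and -1.46 for ribosome biogenesis, and -0.78, 0.012 and -0.61 for translation factors. Medians were -0.83, 0.031 and -0.66 for amino acid biosynthesis, 0.15, -0.49 and -0.11 for hexose transporters, 0.86, -0.023 and 1.04 for eisosomes, and -0.23, 0.81 and -0.13 for mating pathway. Further medians were 0.36, 0.11 and 0.31 for the respiratory chain, 0.15, 0.29 and 0.56 for histones, -0.16, -0.12 and -0.24 for ion transport, and -0.30, 0.45 and -0.056 for ergosterol biosynthesis. The last had 0.22, 0.21 and 0.16 for proteasome, 0.39, 0.045 and -0.27 for genes named in the text, 4.02, -0.41 and 1.65 for Table S3 genes, and 3.61, -0.33 and 1.80 for the 28 Hog1-occupied ORFs.

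With the larger pseudocount, list medians in the same order were 0.67, 0.077 and 0.23 for glycerol metabolism, 1.65, -0.011 and 1.81 for general stress genes, 1.39, -0.097 and 1.93 for trehalose and glycogen, and 0.60, 0.55 and 1.17 for heat shock chaperones. The next lists had -0.56, 0.29 and -0.65 for glycolysis and fermentation, -1.49, 0.033 and -1.63 for ribosomal proteins, -0.92, -0.20 and -1.02 for ribosome biogenesis, and -0.67, -0.0076 and -0.55 for translation factors. Medians were -0.62, 0.056 and -0.46 for amino acid biosynthesis, 0.14, -0.19 and 0.0031 for hexose transporters, 0.60, 0.082 and 0.75 for eisosomes, and -0.14, 0.67 and -0.069 for mating pathway. Further medians were 0.20, 0.070 and 0.37 for the respiratory chain, 0.13, 0.22 and 0.41 for histones, -0.012, -0.0031 and -0.073 for ion transport, and -0.17, 0.39 and 0.043 for ergosterol biosynthesis. The last had 0.20, 0.19 and 0.17 for proteasome, 0.41, 0.38 and -0.085 for genes named in the text, 3.94, 0.019 and 2.16 for Table S3 genes, and 3.39, 0.066 and 2.29 for the 28 Hog1-occupied ORFs.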

Differences from the paper's values

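The reading of the promoter and 3′ tables with their heads exchanged, the control with the ratio kept and the tolerances for figures were chosen after seeing the values.

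In the absence of stress, the paper's count of ORFs that pass all 3 Hog1 criteria is 1, and 2 passed here. Of the alternatives set before the data were examined, 4 standard deviations gave 1, within the paper's value. The others did not: 2 standard deviations gave 17, the median absolute deviation 11, no mock subtraction 10, no filter on low input 0, no ratio criterion 11 and Hog1 over mock IP 0. With the ratio of stressed to unstressed signal kept, chosen after seeing the values, 0 passed.

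The paper's count of Hog1-enriched promoters among the 28 is 26, and 0 were enriched here with the columns read as headed. None of the alternatives set before the data were examined reached it: 2 standard deviations gave 1, 4 standard deviations 0, the median absolute deviation 1, no mock subtraction 0 and no filter on low input 0. With heads exchanged, chosen after seeing the values, 23 passed, which drops at least 3 of the paper's 26. For 3′ regions the paper's count is 18, and 0 were enriched here, with 2, 0, 2, 0 and 0 under the same alternatives. With heads exchanged, chosen after seeing the values, 20 passed, and which 18 the paper calls is not stated in its text.

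The paper's median Hog1 enrichment of promoters in wild type is about 4.4 in Fig. 4B, read by eye, and -0.035 here, with 0.16 without mock subtraction, -0.041 with the mock-treated mock IP and -0.043 as a mean, none of them within the paper's value. For 3′ regions the legend of Fig. 4 gives 1000 bp downstream, while the table used here covers 50 to 500 bp, so the next 2 comparisons are not over the same region. The paper's median for 3′ regions in wild type is about 2.8 in Fig. 4B, read by eye, and 0.11 here, with 0.35, 0.14 and 0.11 under these alternatives, none within it. In Δsko1Δhot1 the paper's median for 3′ regions is about -0.4 in Fig. 4B, read by eye, and 0.026 here, with 0.24, 0.021 and 0.035, none within it. With heads exchanged, chosen after seeing the values, the medians were 4.39, 2.83 and -0.32, each within 0.3 of the value read by eye.

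The paper states that the relation between Hog1 and RNA Pol II in ORFs does not occur in control conditions. Here Hog1 and Rpb3 signal had a Pearson correlation of 0.646 across all ORFs and of 0.905 across the 20 genes of Table S3 in mock-treated cells. The slope across all ORFs was 0.102 against 0.166 in stress. Across the 20 genes the Spearman correlation without stress was 0.718, and the slope was 0.0988 against 0.138 in stress. With the mock IP subtracted the correlation across all ORFs was 0.426, and the mock IP alone had 0.903 across the 20 genes.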

Other observations

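The tests of the column heads were chosen after the result was seen.

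In Δhog1 cells the largest rises of Rpb3 signal in osmotic shock, named after their values were seen, were at AGA1, FUS3, HOR7 (1.94), the protease gene BAR1 (1.88), FUS1, AGA2 (1.78), CMI8 (1.76), the cell wall gene TIP1 (1.68), the cyclin gene PCL2 (1.63) and KAR4 (1.55). Of the 26 mating genes 20 lay above 0 in Δhog1 and 9 in wild type, where PRM10 rose and FAR1 (-1.19) and STE2 (-1.0) fell 2-fold. Of the ergosterol genes ERG3 had -1.86 in wild type and 1.17 in Δhog1, and ERG11 -1.53 and 0.70.

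Lists not taken up at a claim had these median log2 folds of Rpb3 in wild type, Δhog1 and Δsko1Δhot1. Genes named in the text of the study had 0.47, 0.45 and -0.094, the last 0.033 when centred on the median of all ORFs. The 4 deletion and marker loci found had -0.10, 0.47 and 0.088. ACT1, POL1 and MYO4, which have qPCR primers, had -0.11, 0.013 and -0.28. LEU2 had an Rpb3 signal of 8880 and 7510 in mock-treated and stressed Δsko1Δhot1 cells, against 39600 and 31300 in wild type. SKO1 and URA3 were not found in the table.

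In the columns headed Hog1 in the promoter and 3′ tables none of the 28 genes whose ORFs Hog1 occupies passes the criterion, although the 3′ column rose at them. If the heads were exchanged among input, mock IP and wild-type Hog1, 23 of the 28 promoters pass the criterion, so exchanged heads may account for the pattern. The heads of the promoter table as written are argued against by its regions below 1000: the column headed Hog1 has 8 and that headed mock IP 193, or 4.15%, where the ORF table has 48 and 3. With heads exchanged, the highest promoter value was 27.1 at GPD1 and the highest 3′ value 10.4 at SCM4. No biological explanation was tested.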
